# The Role of Plasticity and Adaptation in the Incipient Speciation of a Fire Salamander Population

**DOI:** 10.3390/genes10110875

**Published:** 2019-10-31

**Authors:** Joana Sabino-Pinto, Daniel J. Goedbloed, Eugenia Sanchez, Till Czypionka, Arne W. Nolte, Sebastian Steinfartz

**Keywords:** acclimatization, transplant experiment, phenotypic plasticity, local adaptation, transcriptomics

## Abstract

Phenotypic plasticity and local adaptation via genetic change are two major mechanisms of response to dynamic environmental conditions. These mechanisms are not mutually exclusive, since genetic change can establish similar phenotypes to plasticity. This connection between both mechanisms raises the question of how much of the variation observed between species or populations is plastic and how much of it is genetic. In this study, we used a structured population of fire salamanders (*Salamandra salamandra*), in which two subpopulations differ in terms of physiology, genetics, mate-, and habitat preferences. Our goal was to identify candidate genes for differential habitat adaptation in this system, and to explore the degree of plasticity compared to local adaptation. We therefore performed a reciprocal transfer experiment of stream- and pond-originated salamander larvae and analyzed changes in morphology and transcriptomic profile (using species-specific microarrays). We observed that stream- and pond-originated individuals diverge in morphology and gene expression. For instance, pond-originated larvae have larger gills, likely to cope with oxygen-poor ponds. When transferred to streams, pond-originated larvae showed a high degree of plasticity, resembling the morphology and gene expression of stream-originated larvae (reversion); however the same was not found for stream-originated larvae when transferred to ponds, where the expression of genes related to reduction-oxidation processes was increased, possibly to cope with environmental stress. The lack of symmetrical responses between transplanted animals highlights the fact that the adaptations are not fully plastic and that some level of local adaptation has already occurred in this population. This study illuminates the process by which phenotypic plasticity allows local adaptation to new environments and its potential role in the pathway of incipient speciation.

## 1. Introduction

Phenotypic plasticity and local adaptation are two major mechanisms of response to dynamic environmental conditions. These mechanisms appear under different population parameters and selection regimes. In changing environments, phenotypic plasticity allows organisms to conserve their genotypes and still produce alternative phenotypes [1,2,3,4], in contrast to local adaptations that incorporate changes at the genetic level producing long-lasting phenotypes and resulting in higher fitness in home habitats [5,6]. In theory, locally adapted traits are established via strong natural selection—even under conditions of high gene flow between locally and non-locally adapted populations [5,7]. In this situation, natural selection should also favour prezygotic isolation mechanisms to prevent mating between the populations [8,9,10], in doing so, this process can result in adaptive speciation (sensu Dieckman et al. [11]), which has been demonstrated for various groups of organisms [12,13,14].

Traditionally, phenotypic plasticity has been considered a force counteracting speciation because it buffers the effect of natural selection on plastic traits. However, modern research demonstrates that—by reinforcing the survival of organisms under varying environmental conditions—phenotypic plasticity exposes other traits to natural selection that are related but not directly involved in a given plastic response (plastic acclimatization) [15,16,17,18]. This way, plastic acclimatization serves as a key initial step towards the evolutionary divergence of other traits and characters [19,20]. Furthermore, some plastic responses are heritable, and if subject to selection can evolve via genetic adaptation (i.e., genetic accommodation) [21,22,23].

Amphibians constitute particularly good models to study the role of plasticity in evolution [24,25,26,27,28,29,30]. They offer numerous examples of plasticity [31,32], and are known for their variability with regards to behavior, morphology, physiology, and life history. The aquatic larvae of amphibians are of particular interest because many of the easily measurable morphological traits (such as size, weight, and gill length) are plastic and related to metamorphosis and fitness. A well-established natural system for evolutionary-ecological research is the European fire salamander (*Salamandra salamandra*); larvae of this species are capable of living in a variety of environments (streams, ponds, and underground springs) by changing their behavior and growth rate to the environmental conditions [33,34,35,36]. In Central Europe, *S. salamandra* larvae typically develop in small primary streams until metamorphosis [37], but females of some populations are known to deposit their larva in ephemeral water bodies, such as small ponds or ditches, and sometimes even in underground springs [30,35,38]. Both habitat types are ecologically different in many biotic and abiotic aspects, including water dynamics, temperature regime, food availability, and intraspecific competition [30,38]; for instance, ponds tend to have lower oxygen content and higher temperatures than streams [38,39,40]. One area where this kind of differential habitat use has been intensively studied is the range of the Ville forest in the West of Germany, with a special focus on the Kottenforst near Bonn. The Kottenforst represents a continuous old broad-leaf forest with streams and rain-filled bomb craters, in which adult salamanders can move freely and females deposit their larvae into small water bodies (streams or ponds), in which the latter develop until metamorphosis is completed. The adaptation to different larval habitat conditions has promoted the adaptive divergence of the ancestral local population into two genetically differentiated subpopulations, thus potentially representing a case of early stage ecological speciation [41]. 

In order to better study acclimatization and adaptation, a *S. salamandra* specific microarray chip was designed to estimate gene expression in different ecological contexts [42]. A previous study integrating results from gene expression in Kottenforst larvae under common environmental conditions revealed that the differential gene expression observed is mainly driven by transcriptional plasticity rather than local adaptation [43]. However, this was a laboratory-based study that focused on the effect of temperature and did not inform about the degree of plasticity in nature; it remains necessary to determine whether the patterns observed explain the variance observed in nature, or if other ecological parameters besides thermal adaptation drive the observed patterns. 

In this study, we performed a reciprocal transfer experiment of larvae between stream and pond habitats in the Kottenforst to estimate individual performance in the contrasting environments. Reciprocal transfer experiments—also known as transplant experiments—are experiments in which individuals are translocated from their native or original habitat to a new or ecologically different habitat [44,45,46,47], which allows the testing of heritability and fixation of traits in the natural environment. The aim of our transplant experiment was to test how far larvae can compensate for ecological differences between the two habitats. The performance of larvae was monitored using morphological variables and gene expression. Our results identify candidate genes underlying differential habitat adaptation in the fire salamander system, and illuminate their degree of plasticity and local adaptation.

## 2. Methods

### 2.1. Experimental Design

Larvae of *S. salamandra* from both streams and ephemeral water bodies were captured with dipnets and used for a reciprocal transplant experiment at four sites in the Kottenforst (near Bonn, Germany). These sites included two permanent streams with flowing water (Klufterbach/KoGb and Vennerbach/KoGc) and two temporary ponds with stagnant water (KoE and KoV2) (Figure 1). We designed a full reciprocal transplant experiment in which 160 larvae—40 from each site—were transplanted to each of the four sites—10 were kept at the origin site, 10 were transferred to the other site of the same habitat type, 10 were transferred to one site of the other habitat type, and 10 were transferred to the other site of the other habitat type (Figure 2, Supplementary Table S1). Four treatment groups were set up: (1) S-S, stream-originated individuals kept in streams; (2) S-P, stream-originated individuals transferred to ponds; (3) P-S, pond-originated individuals transferred to streams; and (4) P-P, pond-originated individuals kept in ponds. A total of 160 larvae were individually housed in semi-permeable containers (1 L, HDPE plastic 8.65 × 8.65 × 17.85 cm with screw caps) which were equipped with two circular stainless-steel grid windows (5.0 cm diameter, mesh size 3.15 × 3.15 mm) and Styrofoam floaters (Supplementary Figure S1). The mesh size of the grid windows was chosen so that the smallest salamander larvae could not escape, while allowing potential food items to enter the container. Larvae were randomized when determining the destination site; containers were placed randomly at each site along the margins, far enough from the edge to ensure that the entire container was underwater but not buried. Larvae to be placed in the experimental containers were collected at different points of the streams/ponds to avoid maternal effects; additionally, newborns (with a ventral yolk patch) and larvae at prometamorphosis or metamorphic climax were excluded to avoid bias introduced through the inclusion of different developmental stages [48].

### 2.2. Sampling and Morphology Measurements

Larvae were captured and placed in the containers on 11 May 2015, and the experiment lasted 14 days. At the start of the experiment each larva was weighed and photographed from the top and side. Photographs were taken in a custom Plexiglas cuvette with a millimeter paper background for morphological measurements (Supplementary Figure S2). At the end of the experiment, larvae were weighed, photographed, and tail-clipped. Tail-clips were stored in RNA-later and kept at −20 °C, until further analysis. Tail-clipping is typically used when tissue-sampling salamander larvae due to their ability to regenerate their tail, and the demonstrated lack of adverse effect on general performance [49]. Furthermore, tail-clips provide high-quality data for gene expression analysis [50]. Additionally, 10 free roaming larvae were collected at each site, and their tails were clipped to serve as a morphology/gene expression control for potential container effects.

### 2.3. Morphological Data Analysis

As an experimental control (habitat differences), we first compared individuals that were not translocated between habitat types (P-P versus S-S). Then, to explore the individual adaptation (adaptive differences), we compared individuals translocated between different habitat types to individuals that were not translocated between habitat types (P-P versus P-S, P-S versus S-S, S-S versus S-P, S-P versus P-P) (Figure 2).

The snout-vent length (SVL) and the length of the longest rachis of the right gill on top and side pictures were measured with ImageJ software. Each measurement was done in triplicate and the average used for further analysis. All statistical analyses were performed in R [51]. Gill length (GL) was calculated as the average between lateral gill length and top gill length, and corrected for the SVL to allow for comparison. Body condition index (BC) was calculated as SVL divided by weight. Growth rate (hereafter referred to as Growth) was extracted from Bletz et al. [47] with the formula: G = (ln(Wt+1) − ln(Wt))/t; where, Wt is mean larval fresh weight at the start, Wt+1 is fresh weight at the end of the experiment (guts from all individuals were full at this point [47]), and t indicates the time period (days) between the start and end of the experiment. In order to determine if there were differences in BC, GL, and Growth between treatment groups, independent linear models (LM) were calculated with treatment as the factor. The normal distribution of the residuals was controlled with Shapiro-Wilk tests and the homogeneity of variance with Levene’s tests. The BC had to be log (x) transformed to allow for normal residual distribution. For the adaptive differences, groups were compared with a one-way ANOVA with subsequent Tukey *post hoc* tests (function ghlt, package multcomp [52]).

### 2.4. Gene Expression Analysis

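The arrays analysed here came from 72 larvae, with 1 array per larva and RNA from a clip of the tail. Among larvae kept in containers for 14 days, 16 of pond origin stayed in ponds (P-P) and 18 of pond origin were moved to streams (P-S). Of the larvae of stream origin, 13 were moved to ponds (S-P) and 11 stayed in streams (S-S). A further 7 free-swimming larvae came from the ponds and 7 from the streams. The arrays lay on 9 slides with 8 arrays each, and were scanned on 3 days. Each array carried 61657 spots for the 12744 transcripts, at 4 to 15 spots per transcript. The 75th percentile of the processed signal ran from 323 to 1392 intensity units over the arrays, with a median of 781. Between 83.3% and 94.0% of the spots on an array lay well above background (median 89.0%). The number of arrays limits the precision of every value.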

For each of the surviving larvae (N = 93, Supplementary Table S2) the total RNA was extracted using a TRIzol protocol and hybridized to an Agilent microarray representing 12,744 *S. salamandra* genes known to be expressed at the larval stage [42]. The TRIzol protocol was based on that provided by ThermoFisher Scientific TRIzolTM Reagent (Thermo Fisher Scientific) with the following changes: (1) Step 2b: Centrifugation at 12,000 G for 15 min; (2) Step 2d: Drying for 1 min [42]. The extracted RNA was hybridized with the microarray and the fluorescent label signal intensities were quantified in an Agilent DNA Microarray Scanner type C. Signal intensities were normalized using a custom R script, which included a correction for probe-binding behavior [50], as well as the merging of technical replicates by taking their median and 75 percentile between-array normalization, following the recommendations in the Agilent ‘One-Color Microarray-Based gene expression Analysis’ protocol [42].

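The authors' table holds 1 value per transcript and array on a linear scale, and the 75th percentile of every array in it equals 1. Array medians in that table lay between 0.184 and 0.276, and it holds 24131 zeros and 518 missing values. The tests used the scanner software's processed signal, corrected for spatial trends across the array, with low values replaced by surrogates. Spots marked by that software as outliers were left out, each array's 75th percentile was subtracted on the log2 scale, and the spots of a transcript were merged by their median. The correction for probe-binding behavior was not applied to these values. Across transcripts, which are not independent replicates, each array correlated with its own column of the authors' table at a Pearson's r of 0.988 to 0.995. Two-sided tests between groups came from limma, with 1 mean for each of the 4 container groups over 58 arrays and Benjamini-Hochberg adjustment over all transcripts. In simulated groups where 200 transcripts were changed by 1 log2 unit, this fit recovered 72.5% of them between S-S and P-P and 90.5% between stream and pond destinations. At a change of 0.5 log2 units it recovered 28.5% and 57%.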

To explore patterns of gene expression, we used *a priori* hierarchical clustering based on a Pearson correlation matrix (function rcorr, package Hmisc [53]), and principal component analysis (PCA) (function PCA, package FactoMineR [54]; function fviz_pca_ind, package factoextra [55]). Differences between groups were tested with a PERMANOVA using the treatments as factors (function adonis, package vegan [56]). To identify transcripts that were significantly differentially expressed between larvae from the stream and pond habitat, the linear discriminant analysis effect size (LEfSe) method was employed [57], as implemented in the Galaxy platform (http://huttenhower.sph.harvard.edu/galaxy/), with treatment as class and habitat of origin as subclass, and using default parameters. To allow for a better visualization of the data, *a posteriori* PCAs were made using only the probes identified by the LEfSe analysis. Expression patterns of differently expressed transcripts were identified with self-organizing maps (SOM) learning machine (package oposSOM [58]). Transcript annotation—including gene ontology (GO) terms relationships—was performed as described in Sanchez et al. [48]. Grouping of biological process GO (BP-GO) terms was based on the parental-child relationships of these GO terms, and were visualized in the platform QuickGO (http://www.ebi.ac.uk/QuickGO). Additionally, GO terms were used for gene enrichment analysis (Fisher exact test, package topGO [59]), biological processes were weighted by their *p*-values with cutoff values of 0.05.

The results obtained from the comparison between P-P and S-S individuals in this study were compared to two other studies that focused on the same *S. salamandra* population from the Kottenforst [42,43]. These two studies were based on the same data set, with Czypionka and Goedbloed et al. [43] using a subset of the data from Goedbloed et al. [42] with additional transcriptome data from laboratory experiments. Since all three studies used the same microarray chip, the IDs of the probes associated with differently expressed transcripts could be directly compared.

Gene expression files are deposited at the GEO omnibus repository (GSE139590).

## 3. Results

### 3.1. Habitat Differences

P-P and S-S individuals differed from each other (Figure 3, Supplementary Figure S3A–C) in body condition, gill size, and gene expression. 

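Hemoglobin subunit beta-1 and EGLN2 differed between the S-S and P-P larvae. Hemoglobin subunit beta-1, part of the oxygen carrier of red blood cells, was lower in S-S, with a log2 difference of −1.93 (standard error 0.45, adjusted *p* = 0.019 from limma, 11 S-S and 16 P-P larvae). The transcript closest to EGLN2, a prolyl hydroxylase that marks hypoxia-inducible factors for breakdown in the presence of oxygen, was lower by −1.70 (standard error 0.22, adjusted *p* = 4.2e-07). Relative to each array's 75th percentile, its log2 level was 1.05 ± 0.58 (SD, n = 16) in P-P and −0.65 ± 0.68 (SD, n = 11) in S-S. Of 3 hemoglobins 1 passed, and 3 were lower when adjusted over the list alone (median −1.67) and with slide as a block. Vascular endothelial growth factor A, the other transcript of the hypoxia list, differed by −0.25 and did not pass. Quinone oxidoreductase PIG3 was also lower in S-S (log2 difference −0.74, standard error 0.13, adjusted *p* = 5e-04). Mitochondrial import receptor subunit TOM20, a receptor through which proteins enter the mitochondria, was higher in S-S by 0.41 (standard error 0.11, adjusted *p* = 0.047). The calls of hemoglobin subunit beta-1 and TOM20 were lost in the authors' table, and that of TOM20 with site as a random block, where 65 transcripts passed. Names are those of the most similar proteins of other species, and were at hand for 293 transcripts. Among transcripts without a name, comp26108_c0_seq1 was lower in S-S by −4.53 (standard error 0.31, adjusted *p* = 4.2e-17) and comp392622_c0_seq1 was higher by 3.68 (standard error 0.54, adjusted *p* = 1.3e-05). Over all transcripts, 64 were higher and 46 lower in S-S at an adjusted *p* under 0.05. The fit with slide as a block called 145, 80 of them among the 110, and its differences of hemoglobin subunit beta-1 and EGLN2 were −2.04 (adjusted *p* = 0.021) and −1.49 (adjusted *p* = 0.00022). On the arrays of each scan day alone 8, 1 and 1 transcripts passed, and the 110, which were chosen on the same arrays, kept their sign on each.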

There was no effect related to translocation of individuals between sites of the same habitat type (e.g., PondA-PondA versus PondA-PondB) or cage-effect in our experiments (see Supplementary Results).

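EGLN2, which set S-S and P-P larvae apart, differed by a log2 of −0.13 (standard error 0.29, adjusted *p* = 1 from limma) between larvae moved to the other pond and larvae kept in their own (16 P-P larvae). Its difference was −0.15 (standard error 0.39, adjusted *p* = 0.9) between the same arms in the streams (11 S-S larvae), and 0.36 (standard error 0.23, adjusted *p* = 0.55) between larvae in containers at their own site and free-swimming larvae (12 against 14). The 3 hemoglobin transcripts had median differences of 0.40 in the ponds, −0.07 in the streams and −0.36 in containers, and did not pass the test in any of the 3 comparisons, also when adjusted over the list alone. The 8 muscle transcripts of Table S3 had medians of −0.35, 0.61 and 0.03. In the streams 4 of these 8, Calsequestrin-1 among them, were higher in the moved larvae when adjusted over the list alone. GTP cyclohydrolase 1, the first enzyme of pteridine pigment synthesis, had a difference of −1.11 (standard error 0.37, adjusted *p* = 0.44) in containers.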

The body condition index (BC) of S-S individuals was significantly higher than those of P-P individuals (Stream: $\bar{x}$ = 73.56 ± 24.14; Pond: $\bar{x}$ = 52.76 ± 16.24; ANOVA: F_1,26_ = 17.70, *p*-value < 0.001; Figure 3A), while the gills (GL) were significantly larger in the P-P individuals (Stream: $\bar{x}$ = 0.135 ± 0.019; Pond: $\bar{x}$ = 0.193 ± 0.037; ANOVA: F_1,26_ = 73.86, *p*-value < 0.001; Figure 3B). During the period of the experiment, the growth rate (Growth) for both groups was similar (Stream: $\bar{x}$ = 0.014 ± 0.013; Pond: $\bar{x}$ = 0.009 ± 0.015; ANOVA: F_1,26_ = 2.44, *p*-value = 0.123; Figure 3C). 

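Over the 27 arrays of P-P and S-S larvae, 12592 transcripts have no missing value in the authors' table, and 11860 have neither a missing value nor a zero. The 75th percentile of the signal ran from 446.0 to 1392 intensity units on the P-P arrays (median 815) and from 414 to 969 on the S-S arrays (median 749.5). Well above background lay 84.3% to 92.5% of the spots in P-P and 83.9% to 92.3% in S-S. Both groups were on 6 of the slides. Apart from the repeat of the study's own steps, tests on these larvae kept every transcript, with spots that gave no value left out.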

Of the 12,744 probes present in the microarray, 12,419 had no missing values and were used in the analysis. An *a posteriori* PCA of the data revealed grouping of the samples according to habitat type (PERMANOVA: F_1,26_ = 0.12, *p*-value < 0.001; Figure 3D); which was not clear in the *a priori* display of the data (Supplementary Figure S3A,B). 

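Group means of hemoglobin, muscle, energy and skin transcripts lay apart between the habitats, while single larvae overlapped. The mean log2 level of the 3 hemoglobins was 6.56 ± 0.91 (SD, n = 16) in P-P and 4.83 ± 1.27 (SD, n = 11) in S-S, with ranges of 4.74 to 7.93 and 2.63 to 6.35. The 8 muscle transcripts of Table S3, 6 of which encode parts of the contractile apparatus, averaged 5.61 ± 0.55 in P-P and 6.29 ± 0.43 in S-S (ranges 4.08 to 6.19 and 5.67 to 7.21). Its 7 transcripts of energy metabolism averaged 5.93 ± 0.26 and 6.43 ± 0.32. Its 5 transcripts of skin, keratin among them, averaged 6.41 ± 0.38 in P-P and 5.91 ± 0.37 in S-S. In a PCA of all transcripts the first and second components held 22.7% and 14.8% of the spread, and habitat accounted for shares (R2) of 0 and 0.01 along them. Among the first 5 components, habitat took its largest share, an R2 of 0.43, along the fourth, which held 7.7%. Over the transcripts of Table S3 the first component held 44.2%, with an R2 of 0.48 for habitat. PERMANOVA on Bray-Curtis distances over all transcripts gave habitat 10.6% of the variation (F = 2.97, label permutation *p* = 0.0032). Blocked by slide, with labels permuted within slides, it was 8.59% (permutation *p* = 0.017). On the 56 transcripts of Table S3 it was 26.65%, which is not independent evidence, since the study chose them on these arrays. The spread around the group centers was 0.0907 in P-P and 0.0991 in S-S (permutation *p* = 0.45).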

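Among the 56 transcripts that the study lists as differently expressed (Table S3) are groups of muscle, energy metabolism, ribosomal, skin and redox transcripts. All 8 of its muscle transcripts were on the S-S side, with a median log2 difference of 0.73 and a range of 0.29 to 0.89. Counted among these 8 is Nascent polypeptide-associated complex subunit alpha, a name that is not specific to muscle. Titin, the elastic filament of the sarcomere, had a difference of 0.89 (standard error 0.28, adjusted *p* = 0.12 from limma, 11 S-S and 16 P-P larvae), and Myozenin-1 one of 0.76 (standard error 0.24, adjusted *p* = 0.12). Among 7 transcripts of energy metabolism (median 0.41), ADP/ATP translocase 1, which exports ATP from mitochondria, had a difference of 1.00 (standard error 0.27, adjusted *p* = 0.057). The 6 ribosomal proteins had a median of 0.23. On the P-P side were 5 skin transcripts (median −0.58), among them Keratin type II cytoskeletal 5 at −0.74 (standard error 0.30, adjusted *p* = 0.27), and 3 redox enzymes (median −0.46). Glutathione S-transferase Mu 1, which couples glutathione to toxic compounds, had −0.46 (standard error 0.16, adjusted *p* = 0.15). Adjusted over the list alone, 8 muscle, 6 energy and 5 ribosomal transcripts were higher in S-S, and 3 skin and 2 redox transcripts lower. Since the study chose these lists on the same larvae, this is not independent evidence. The same holds for the tests below of each list against all other transcripts. Against all other transcripts, camera with a preset correlation of 0.01 gave adjusted *p* = 4.2e-08 for muscle and for energy, 3.1e-05 for ribosomal proteins, 0.00073 for skin and 0.0015 for redox. All but the ribosomal proteins (adjusted *p* = 0.064 with an estimated correlation) held when the correlation was estimated per group. Medians with slide as a block were 0.71 for muscle, 0.41 for energy, 0.20 for ribosomal proteins, −0.58 for skin and −0.54 for redox. Muscle and redox then had an adjusted *p* = 0.056 and 0.054 with an estimated correlation, and ribosomal proteins 0.13. A repeat of the study's LEfSe steps, a rank test followed by a linear discriminant effect size, kept 58 transcripts, 37 on the S-S and 21 on the P-P side, and 53 of them are in Table S3. All 56 had the sign of the table in limma, where 47 had an unadjusted *p* under 0.05.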

For the S-S versus P-P comparison, there were 56 (0.5%) probes targeting differently expressed transcripts: 36 (64.3%) were overexpressed in S-S and 20 (35.7%) in P-P individuals (Figure 3E). The identified probes clustered in 12 expression patterns, with pattern D (N = 2) being underexpressed in S-S and overexpressed in P-P; and pattern L (N = 2) being overexpressed in S-S individuals (Figure 3F, Supplementary Figure S3C). Of these 56 probes, 35 (62.5%) were associated with BP-GO terms: 24 (68.6%) were overexpressed in S-S, and 11 (31.4%) were overexpressed in P-P (Supplementary Table S3). 

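Retinol-binding protein 4, the carrier of vitamin A in blood, and DnaJ homolog subfamily A member 1, a co-chaperone of heat shock protein 70, are the Table S3 transcripts with the terms for vitamin A and for detection of DNA damage. Retinol-binding protein 4 was at a log2 level of 6.10 ± 0.25 (SD, n = 11) in S-S and 5.76 ± 0.29 (SD, n = 16) in P-P. The difference of 0.34 (standard error 0.13) had an adjusted *p* = 0.23 from limma, and 0.29 with slide as a block (log2 difference 0.29). DnaJ homolog subfamily A member 1 was at 7.06 ± 0.21 in S-S and 6.79 ± 0.26 in P-P, a difference of 0.27 (standard error 0.11, adjusted *p* = 0.29). Both passed when adjusted over the list alone, each being the only annotated transcript with its term, and the study chose both on these larvae, so this is not independent evidence. Blocked by slide, DnaJ homolog subfamily A member 1 differed by 0.18 (adjusted *p* = 0.5).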

The enrichment analysis of the 36 transcripts overexpressed in S-S individuals revealed nine specific overrepresented GO terms, which were associated with “response to vitamin A” and “DNA damage response, detection of DNA damage”. 

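Protein-glutamine gamma-glutamyltransferase E, a transglutaminase that cross-links proteins of the cornified skin, had a log2 level of 6.09 ± 0.74 (SD, n = 16) in P-P and 5.44 ± 0.60 (SD, n = 11) in S-S. Its S-S minus P-P difference was −0.65 (standard error 0.29, adjusted *p* = 0.32 from limma). Annexin A1, which dampens inflammation by neutrophils, had a level of 6.08 ± 1.34 in P-P and 5.50 ± 0.74 in S-S. Its difference was −0.58 (standard error 0.34, adjusted *p* = 0.51), and it carries the terms for cross-linking and for neutrophil apoptosis. The difference of Annexin A1 was smaller than the spread between P-P larvae. Neither transcript passed when adjusted over the list of cross-linking transcripts alone. The transglutaminase differed by −0.80 (adjusted *p* = 0.23) and Annexin A1 by −0.58 (adjusted *p* = 0.5) with slide as a block.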

The enrichment analysis of the 20 transcripts overexpressed in P-P revealed seven specific overrepresented GO terms which were associated with “peptide cross-linking” and “positive regulation of neutrophil apoptotic process” (Supplementary Table S4).

When comparing the results obtained here to those of previous studies on *S. salamandra* [42,43], there was some overlap in the differentially expressed transcripts (Figure 3G). A total of 25% of the probes targeting transcripts overexpressed in S-S and P-P individuals (9/36 and 5/20, respectively), in this study were also overexpressed in the other two studies. The BP-GO terms overexpressed in S-S shared between the studies were related to “translation”; while those overexpressed in P-P were related to “DNA repair”, “phosphorelay signal transduction system”, and “DNA recombination” (Supplementary Table S5).

### 3.2. Evolutionary Divergence

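Gene expression was compared over the 58 arrays of P-P, P-S, S-P and S-S larvae. The 75th percentile of the signal ran from 485.5 to 1143 intensity units on the P-S arrays (median 738) and from 323 to 974 on the S-P arrays (median 784). Well above background lay 83.3% to 92.4% of the spots in P-S and 86.3% to 93.7% in S-P. Groups were unevenly spread over slides, and S-P and S-S larvae shared only 4 slides, which held 6 and 5 of their arrays. For each comparison the fit was therefore repeated with slide as a block and within each scan day.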

Individuals that were transferred between habitat types (Figure 2) presented divergent responses from those not transferred between habitat types, both in fitness (body condition, gill length change, and growth), and in gene expression (Figure 4, Supplementary Figure S3D–F). During the final days of the experiment, ambient temperatures drastically rose (>25 °C), which coincided with mortality of some of the larvae—particularly in the S-P group (Supplementary Table S2). 

The body condition index (BC) and the gill length (GL) of S-P individuals were equal to those of S-S individuals, and significantly different from those of P-P individuals (Tukey BC − SS-SP: *t* = −1.42, *p*-value = 0.492; PP-SP: *t* = 5.21, *p*-value < 0.001; Tukey GL − SS-SP: *t* = 1.35, *p*-value = 0.530; PP-SP: *t* = −9.23, *p*-value < 0.001). The growth rate (Growth) of S-P individuals was significantly different than that of both the S-S and P-P individuals (Tukey Growth − SS-SP: *t* = −5.35, *p*-value < 0.001; PP-SP: *t* = 9.93, *p*-value < 0.001; Figure 4A–C). The BC and Growth of P-S individuals did not differ from those of S-S individuals, but was significantly different from that of P-P individuals (Tukey BC − SS-PS: *t* = 0.33, *p*-value = 0.988; PP-PS: *t* = 3.74, *p*-value = 0.002; Tukey Growth − SS-PS: *t* = 1.57, *p*-value = 0.397; PP-PS: *t* = −3.24, *p*-value = 0.008); while the gill size was equal to that of P-P individuals, but significantly different from that of the S-S individuals (Tukey Gill − PP-PS: *t* = 0.33, *p*-value = 0.988; SS-PS: *t* = −8.63, *p*-value < 0.001; Figure 4A–C).

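Over the 58 arrays of P-P, P-S, S-P and S-S larvae, 12435 transcripts have no missing value in the authors' table, and 11599 of them have no zero either. The scanner's own files give a value on every one of the 58 arrays for 12735 transcripts, and 9236 were well above background on all of them.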

Adding the data of the additional transplant samples to the analysis reduced the number of transcripts with no missing values from 12,419 to 12,291. 

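EGLN2 followed the water the larvae were kept in, and hemoglobin transcripts followed the origin of the larvae. The log2 level of EGLN2 was −1.09 ± 0.59 (SD, n = 18) in P-S, close to S-S, and 1.41 ± 0.40 (SD, n = 13) in S-P, close to P-P. The 3 hemoglobins averaged 6.37 ± 1.08 in P-S, near P-P, and 3.83 ± 1.31 in S-P, below the 4.83 ± 1.27 in S-S. Their interactions of origin and destination were 1.17 (beta-1), 1.06 (beta-2) and 1.30 (alpha-2). The unadjusted *p* values from limma were 0.062, 0.091 and 0.03, and none passed after adjustment. PERMANOVA on Bray-Curtis distances over all transcripts gave the 4 groups 15.0% of the variation (F = 3.18, permutation *p* = 1e-04, the smallest that the permutations allow). With labels permuted within slides it was 10.8% (permutation *p* = 3e-04). After Benjamini-Hochberg adjustment over 6 pairs, P-S larvae differed from S-P (F = 5.57, permutation *p* = 6e-04; F = 2.88 and *p* = 0.013 with slide as a block). P-P larvae differed from S-P as well (F = 3.78, permutation *p* = 9e-04; F = 3.30 and *p* = 6e-04 with slide as a block). P-S larvae differed from P-P (F = 2.14) and from S-S (F = 2.23), and S-P larvae from S-S (F = 2.31), each with an adjusted permutation *p* = 0.027. These became, with slide as a block, 0.17 for P-S against P-P, 0.026 for P-S against S-S and 0.54 for S-P against S-S. On Euclidean distances they were 0.061, 0.23 and 0.028, so the calls of P-S against P-P and against S-S were lost, as was that of P-P against S-S (0.061). On the 56 transcripts of Table S3 the 4 groups took 22.5% of the variation (F = 5.22). This is not independent evidence, since the study chose them on the P-P and S-S larvae, which are part of this test. In a PCA of all transcripts the first and second components held 20.6% and 14.1% of the spread. Among the first 5 components, group took its largest share along the third (9.4% of the spread, R2 0.42), where slide had an R2 of 0.40.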

An *a posteriori* PCA of the data revealed grouping of the samples according to treatment (PERMANOVA: F_3,57_ = 6.49, *p*-value < 0.001; Pairwise PERMANOVA: PP-SP: F_1,57_ = 9.32, *p*-value = 0.006; SS-SP: F_1,57_ = 3.90, *p*-value = 0.006; PP-PS: F_1,57_ = 2.92, *p*-value = 0.120; SS-PS: F_1,57_ = 4.89, *p*-value = 0.006; Figure 4D); which was not clear in the *a priori* display of the data (PERMANOVA: F_3,57_ = 0.15, *p*-value < 0.001; Supplementary Figure S3D,E). 

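In P-S larvae, cell division transcripts and Glutathione peroxidase 7 were lower than in P-P larvae. Stathmin, which regulates microtubules in dividing cells, fell by 0.64 on the log2 scale (standard error 0.12, adjusted *p* = 0.0013 from limma, 18 P-S and 16 P-P larvae), and Glutathione peroxidase 7, which removes peroxides, fell by 1.23 (standard error 0.23, adjusted *p* = 0.00093). EGLN2 fell by 2.14 (standard error 0.19, adjusted *p* = 1e-11), and Death-associated protein-like 1-A rose by 0.67 (standard error 0.14, adjusted *p* = 0.0035). All 4 passed with slide as a block. Of 6 cell division transcripts 4 fell and 0 rose, and 6 were lower when adjusted over the list alone. Named transcripts come from lists of differing ones, so this share does not describe all cell division transcripts. Of 4 redox transcripts 1 fell, and 3 were lower when adjusted over the list alone (median −0.38). In all, 227 transcripts were higher and 281 lower in P-S than in P-P (280 in all with site as a random block, 1122 with array weights). In S-P larvae, EGLN2 was higher than in S-S by 2.06 (standard error 0.23, adjusted *p* = 8.1e-09, 13 S-P and 11 S-S larvae). Glutathione peroxidase 7 was higher by 1.02 (standard error 0.27, adjusted *p* = 0.034), and KEAP1, the sensor of oxidative stress, by 1.14 (standard error 0.32, adjusted *p* = 0.04). In all, 88 transcripts were higher and 169 lower in S-P than in S-S (146 in all with site as a random block, 1364 with array weights). The site block also lost the calls of glutathione peroxidase 7 and KEAP1 there. Of these 257, 22 were among 24 called with slide as a block. EGLN2 was the named transcript that passed there (1.75, adjusted *p* = 0.00022), while glutathione peroxidase 7 and KEAP1 had differences of 0.60 and 0.61 (adjusted *p* = 0.52 and 0.51). Against P-P larvae, S-P larvae had 57 transcripts higher and 128 lower (58 in all with site as a random block, 843 with array weights). The authors' table gave 38 higher and 145 lower, and quantile normalization 71 and 215. All 3 hemoglobins were lower, by −2.78 for beta-1 (standard error 0.43, adjusted *p* = 0.00011), −2.74 for beta-2 and −2.65 for alpha-2, and all 3 passed with slide as a block, where 46 transcripts passed in all. P-S larvae differed from S-S in 10 transcripts, 4 higher and 6 lower, none of them with a name, among them comp373990_c0_seq1 at 2.60 (adjusted *p* = 0.038) and comp262342_c0_seq1 at −1.97 (adjusted *p* = 0.0051). A rank test called 0 transcripts between P-S and S-S, where limma had 1162 at an unadjusted *p* under 0.05. Between P-S and P-P 378 transcripts passed with slide as a block, 320 of them among the 508, and between P-S and S-S 20 did. On the arrays of each scan day alone, 3, 1 and 11 transcripts passed between P-S and P-P, 29, 0 and 2 between S-P and S-S, and 1, 0 and 3 between P-S and S-S. Between S-P and P-P the count on each scan day was 0. Of the calls over all days, 506 to 508 of 508, 254 to 257 of 257, 10 of 10 and 185 of 185 kept their sign on each day, which is not independent evidence, since they were chosen on the same arrays. A repeat of the study's LEfSe steps over the 4 groups kept 24 transcripts, 2 highest in P-P, 5 in P-S, 14 in S-P and 3 in S-S.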

There were 89 (0.7%) probes targeting differently expressed transcripts: 13 (14.6%) were overexpressed in P-P individuals, 26 (29.2%) in P-S, 29 (32.6%) in S-P, and 21 (23.6%) in S-S (Figure 4E). The identified probes clustered in 13 expression patterns, with pattern C (N = 1) being underexpressed in S-S individuals, and overexpressed in P-P; pattern G (N = 2) being underexpressed in P-S individuals, and overexpressed in S-P; and pattern M (N = 5) being underexpressed in P-P individuals (Figure 4F, Supplementary Figure S3F). Of the 89 probes, 49 (55.1%) were associated with BP-GO terms; six (12.2%) were overexpressed in P-P individuals, 11 (22.4%) in P-S, 17 (34.7%) in S-P, and 15 (30.6%) in S-S (Supplementary Table S6). The enrichment analysis of the 13 transcripts overexpressed in P-P individuals revealed three specific overrepresented GO terms that were associated with “cellular water homeostasis” and “cellular response to estradiol stimulus”. 

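Histone H2A.Z and UDP-glucuronosyltransferase 1-1 are the annotated transcripts with the term for the response to estradiol. Histone H2A.Z, a histone variant at gene promoters, was at a log2 level of 7.18 ± 0.24 (SD, n = 16) in P-P, 6.92 ± 0.24 (SD, n = 18) in P-S, 7.06 ± 0.27 (SD, n = 13) in S-P and 6.96 ± 0.28 (SD, n = 11) in S-S. Its difference between P-S and P-P was −0.25 (standard error 0.09, adjusted *p* = 0.11 from limma), and it was lower when adjusted over the list alone. Blocked by slide it was −0.23 (adjusted *p* = 0.23). UDP-glucuronosyltransferase 1-1, which couples glucuronic acid to steroids and bilirubin, was at −1.50 ± 0.93 in P-P and −1.98 ± 0.73 in S-P, a difference of −0.47 (standard error 0.31, adjusted *p* = 0.44). The annotation read here, which covers part of the array, has no transcript with the term for water homeostasis.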

The enrichment analysis of the 26 transcripts overexpressed in P-S individuals revealed ten specific overrepresented GO terms, which were associated with “keratinization” and “membrane repolarization”. 

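Protein-glutamine gamma-glutamyltransferase E, the transglutaminase of the cornified layer, is the annotated transcript with the term keratinization. Its log2 level was 6.28 ± 0.83 (SD, n = 18) in P-S and 4.88 ± 0.73 (SD, n = 13) in S-P, the highest and the lowest of the 4 groups. P-S larvae exceeded S-S larvae by 0.84 (standard error 0.28, adjusted *p* = 0.27 from limma; 0.21 with slide as a block) and P-P larvae by 0.19 (standard error 0.25, adjusted *p* = 0.82). S-P larvae were lower than P-P larvae by −1.21 (standard error 0.27, adjusted *p* = 0.016), a call lost with slide as a block (−1.09, adjusted *p* = 0.071). The 5 skin transcripts of Table S3 averaged 6.38 ± 0.30 in P-S and 5.90 ± 0.33 in S-P. No transcript of the annotation read here carries the term membrane repolarization.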

The enrichment analysis of the 29 transcripts overexpressed in S-P individuals revealed seven specific overrepresented GO terms, which were associated with “skeletal system development” and “mitotic chromosome condensation”. 

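Condensin complex subunit 1, which compacts chromosomes in mitosis, was at a log2 level of 2.36 ± 0.43 (SD, n = 13) in S-P, the highest of the 4 groups. It was at 1.95 ± 0.40 (SD, n = 16) in P-P, 1.66 ± 0.49 (SD, n = 11) in S-S and 1.31 ± 0.52 (SD, n = 18) in P-S. S-P larvae exceeded S-S larvae by 0.71 (standard error 0.19, adjusted *p* = 0.032 from limma; 0.061 with site as a random block), and P-S larvae lay below P-P larvae by −0.63 (standard error 0.16, adjusted *p* = 0.012). The second annotated transcript with the term for chromosome condensation is Nucleolar and spindle-associated protein 1-B, which organizes the mitotic spindle. It was at 1.33 ± 0.52 in S-P and 0.47 ± 0.86 in S-S, a difference of 0.86 (standard error 0.25, adjusted *p* = 0.056). With slide as a block the S-P minus S-S differences were 0.61 (adjusted *p* = 0.23) for condensin and 0.60 (adjusted *p* = 0.44) for the spindle protein.

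**Figure D1:**
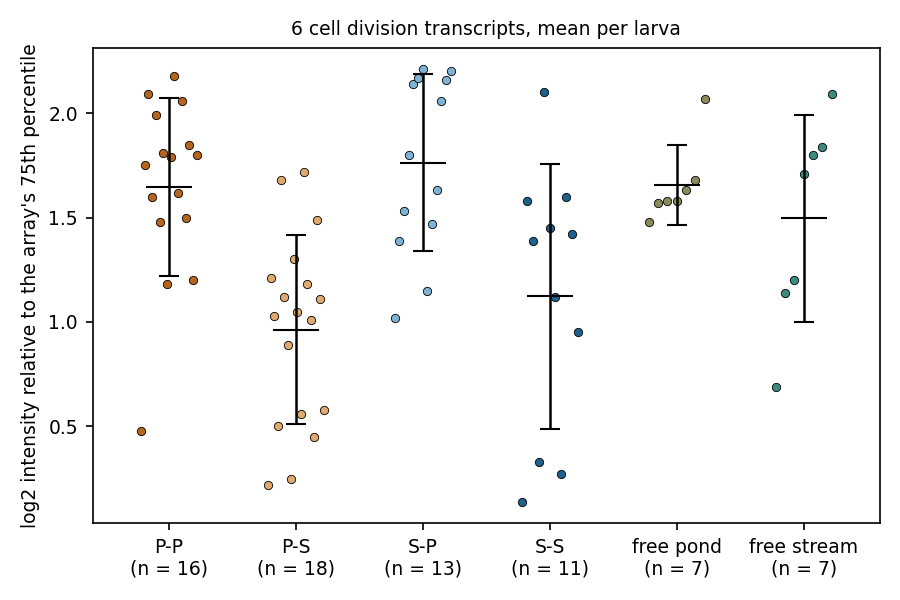
Mean log2 intensity of 6 cell division transcripts, relative to the array's 75th percentile (vertical axis), in the 6 groups of larvae (horizontal axis). Points are larvae and bars show mean ± SD.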

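Betaine--homocysteine S-methyltransferase 1, which passes a methyl group from betaine to homocysteine, was at a log2 level of 6.79 ± 0.24 (SD, n = 11) in S-S and 6.57 ± 0.25 (SD, n = 16) in P-P. The difference of 0.22 (standard error 0.10) had an adjusted *p* = 0.35 from limma (0.55 with slide as a block). P-S larvae were at 6.69 ± 0.26 (SD, n = 18) and S-P larvae at 6.64 ± 0.24 (SD, n = 13), 0.15 lower than S-S (log2 difference −0.15, adjusted *p* = 0.5). DnaJ homolog subfamily A member 1 was at 6.96 ± 0.31 in P-S and 6.83 ± 0.31 in S-P. It differed between S-P and S-S by −0.22 (standard error 0.12, adjusted *p* = 0.31) and between P-S and S-S by −0.10 (standard error 0.11, adjusted *p* = 0.91).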

The enrichment analysis of the 21 transcripts overexpressed in S-S individuals revealed ten specific overrepresented GO terms, which were associated with “amino-acid betaine catabolic process” and “DNA damage response, detection of DNA damage” (Supplementary Table S7).

## 4. Discussion and Conclusions

Our results demonstrate that stream and pond salamanders differ in their regulatory networks, not only due to phenotypic plasticity, but also due to local adaption to their home habitats. 

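EGLN2 and the named cell division transcripts followed destination, and hemoglobins followed origin. Within stream origin the hemoglobins averaged 3.83 in S-P and 4.83 in S-S. Larvae kept in streams had lower EGLN2 than larvae kept in ponds, by −2.10 on the log2 scale averaged over both origins (standard error 0.15, adjusted *p* = 4.1e-16 from limma; −1.86 with slide as a block, adjusted *p* = 6.8e-10). All 6 named cell division transcripts were lower in streams, with a median of −0.71, and 3 of them were lower with slide as a block. Their names come from lists of transcripts reported to differ, so these counts do not describe cell division transcripts at large. In free-swimming larvae these 6 transcripts differed by only −0.22 to −0.04 between streams and ponds (7 larvae each). They did not pass, also when adjusted over the list alone. Adjusted over all transcripts, this test recovered 0% of simulated changes of 0.5, and recovery over a list alone was not simulated. Collagen alpha-2(XI), a collagen of cartilage, was lower in streams by −1.06 (standard error 0.27, adjusted *p* = 0.0048; −1.10 with slide as a block, adjusted *p* = 0.014). Larvae of stream origin had lower hemoglobins than larvae of pond origin, by −2.20 for beta-1 (standard error 0.31, adjusted *p* = 5.9e-06; −2.23 with slide as a block) and −2.21 for beta-2 (standard error 0.31). They had lower Protein-glutamine gamma-glutamyltransferase E, by −1.02 (standard error 0.20, adjusted *p* = 0.0012; −0.96 with slide as a block, adjusted *p* = 0.0045), and higher ADP/ATP translocase 1, by 0.68 (standard error 0.19, adjusted *p* = 0.023). Of the 8 muscle transcripts of Table S3, 2 were higher in larvae of stream origin, neither of them with slide or site as a block, and 7 when adjusted over the list alone. The study chose these 8 on P-P and S-S larvae, which are part of the comparison of origins, so this is not independent evidence. In all, 751 transcripts were higher and 765 lower in streams than in ponds as destinations, and 387 were higher and 318 lower in larvae of stream than of pond origin. Which direction had more calls depended on the scaling: quantile normalization gave 899 higher and 708 lower for destination and 342 and 411 for origin. The authors' table gave 800 and 692 for destination and 283 and 292 for origin, and the array median 772 and 614 for destination and 283 and 268 for origin. The fit with slide as a block called 568 for destination and 580 for origin, 479 and 492 of them among the earlier calls. Both tests called 197 transcripts, 11 of them with the same sign for origin and destination, and 40 transcripts, 7 with the same sign, with slide as a block. Each habitat had only 2 sites, and these fits take larvae as independent. Where the pair of origin and destination sites was a random block, 1203 passed for destination and 401 for origin, among them EGLN2 and the hemoglobins. Pairs that shared an origin or a destination site still counted as independent in that fit. It therefore cannot separate habitat from differences between single sites. On the arrays of each scan day alone 234, 5 and 8 passed for destination and 8, 0 and 1 for origin, and at least 1505 of 1516 and 700 of 705, chosen on the same arrays, kept their sign. The response to transfer itself, tested as an interaction of origin and destination, passed for 0 transcripts, with 475 at an unadjusted *p* under 0.05. A rank test gave 0 as well (570 at an unadjusted *p* under 0.05). With slide as a block the count was 0 (615 at an unadjusted *p* under 0.05), and in simulated groups this test recovered 58% of interactions of 1 log2 unit and 7.5% of those of 0.5. Across transcripts, which are not independent replicates, the change from pond to stream was correlated between larvae of stream origin and larvae of pond origin. Pearson's r was 0.52 (0.49 with slide as a block, 0.445 in the authors' table). Of 100 splits of the same arrays 1, the real one, gave an r as large, and the others ran from −0.525 to 0.508. For the origin difference, between larvae in streams and larvae in ponds, r was 0.46, reached by 4 of 100 splits (highest other 0.557).

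**Figure D2:**
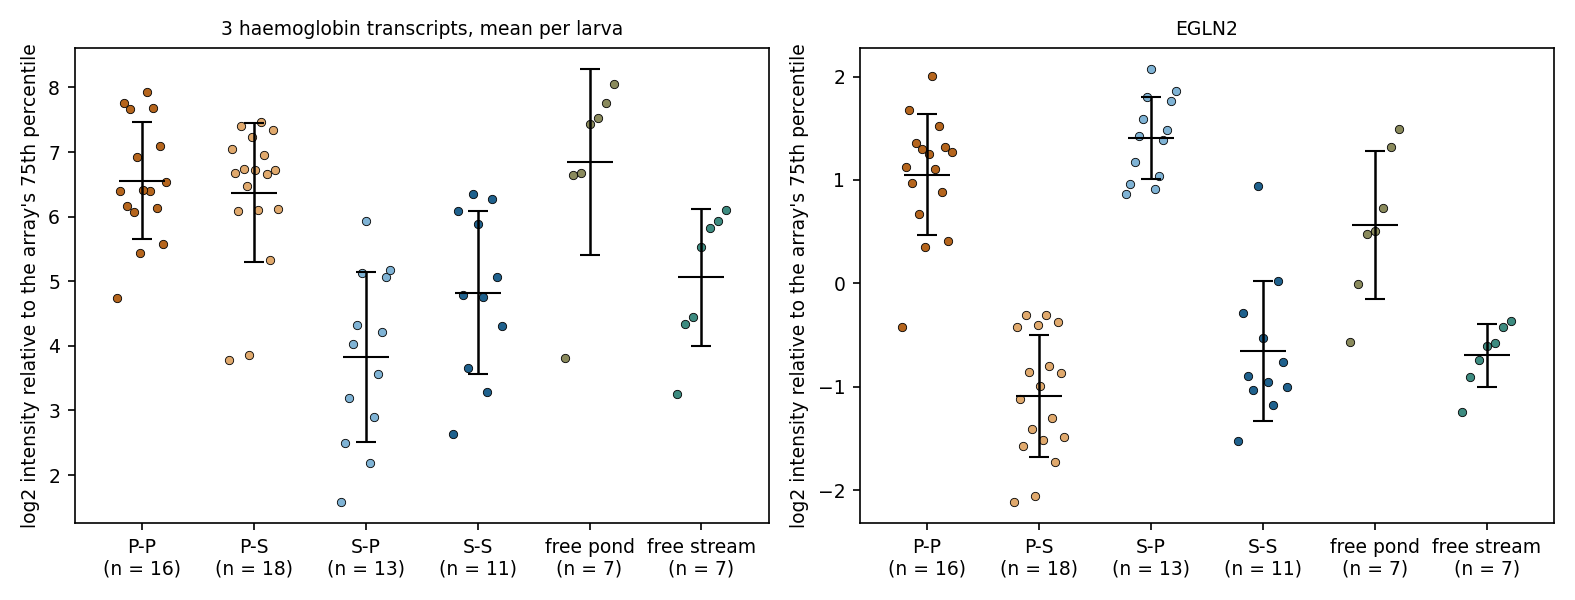
Log2 intensity relative to the array's 75th percentile (vertical axes) of 3 hemoglobin transcripts, averaged per larva (left), and of EGLN2 (right) in the 6 groups of larvae (horizontal axes). Points are larvae and bars show mean ± SD.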

The lack of symmetrical responses in the treatments where individuals were transferred between habitats shows that the divergence of stream- and pond-originated salamanders is at least partly genetically based and not fully plastic; this highlights the potential for adaptive evolution in this population. These findings are further reinforced by genetic data that supports the observation that stream- and pond-originated salamanders are two genetically differentiated subpopulations [41]. Moreover, this study provides novel data on the ability of individuals to adapt to the ancestral habitat type (regression), and the challenges of colonizing new habitats.

From the morphological data, pond-originated larvae had lower body condition, but larger gills (Figure 3 and Figure 5). The lower body condition is likely related to the lower amount of food available in ponds [47], while the bigger gills could develop as a way to absorb more oxygen in a low-oxygen environment. This second aspect relies on the oxygen- and capacity-limited thermal tolerance (OCLTT) theory [60,61], which states that the performance of aquatic organisms varies at different environmental temperatures due to a mismatch between the metabolic demand for oxygen and the supply of oxygen to the tissues. Further studies should explore the specific role of oxygen in the performance of stream- and pond- originated larvae.

Gene expression differences between stream- and pond-originated larvae in the Kottenforst detected in previous studies [42,43] are here confirmed. Of the probes found to target differentially expressed genes in those studies, 25% were also identified as differentially expressed in this study. Although this overlap seems small when compared to the ~50% overlap between those studies (Figure 3G), we must emphasize that those studies were largely based on the same data whereas herein we analyze a new dataset.

In both our experiments, stream- and pond-originated larvae had different enriched GO terms derived from differentially expressed transcripts, further underscoring the variation in needs for each of the habitats. Lentic environments tend to be unstable, which has been linked to the observation that metamorphosis of pond-originated larvae occurs earlier [30]. 

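Of the skin transcripts, Cystatin-B and Protein-glutamine gamma-glutamyltransferase E were higher in larvae of pond origin, averaged over destinations. Cystatin-B, a protease inhibitor grouped here with the skin transcripts, was lower in larvae of stream origin by −0.54 on the log2 scale (standard error 0.12, adjusted *p* = 0.0033 from limma). Of the 5 skin transcripts of Table S3, 2 passed this test, both lower in stream origin, and 3 when adjusted over the list alone (median −0.54; −0.45 with slide as a block, where 2 passed). Against all other transcripts the group had an adjusted *p* = 1e-04 from camera with the preset correlation and adjusted *p* = 0.008 with an estimated correlation. Since the study chose these transcripts on P-P and S-S larvae, which are part of this comparison, this is not independent evidence. Between destinations the same 5 transcripts did not pass the test, also when adjusted over the list alone. Among larvae kept in streams, P-S minus S-S, they did not pass either (median 0.36), and 2 were higher when adjusted over the list alone. In free-swimming larvae, which the study did not use to choose these transcripts, Protein-glutamine gamma-glutamyltransferase E differed by −0.43 (standard error 0.30, adjusted *p* = 0.7) between streams and ponds (7 larvae each; −0.93 with slide as a block, adjusted *p* = 0.4). None of the 5 passed there, also when adjusted over the list alone, and their median was −0.18.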

We found that pond-originated larvae had enrichment in peptide cross-linking, which is important in generating mechanically stable structures such as skin and cartilage, and is known to increase in expression during maturation/metamorphosis [62]. These larvae also showed enrichment in positive regulation of neutrophil apoptosis, which is enhanced during metamorphosis to prevent auto immune responses [63]. On the other hand, solar radiation in streams is higher than in ponds, potentially explaining the enrichment in response to vitamin A seen in stream-originated larvae, as vitamin A is known to reduce radiation-induced difficulties in healing [64].

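Annexin A1 is the only annotated transcript with the term for neutrophil apoptosis. Its log2 level was 6.32 ± 0.46 (SD, n = 18) in P-S and 5.73 ± 0.70 (SD, n = 13) in S-P. P-S larvae exceeded S-S larvae by 0.82 (standard error 0.33, adjusted *p* = 0.38 from limma). Among free-swimming larvae it was at 6.25 ± 0.58 (SD, n = 7) in ponds and 5.68 ± 0.67 (SD, n = 7) in streams, a stream minus pond difference of −0.57 (standard error 0.31, adjusted *p* = 0.62). It did not pass the test in either comparison. The paper links the terms for cross-linking and neutrophil apoptosis to maturation and metamorphosis, and describes metamorphosis of pond larvae as earlier.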

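Retinol-binding protein 4 did not pass limma's test between destinations (log2 difference 0.16 for streams against ponds, standard error 0.09, adjusted *p* = 0.25) or between origins (0.18, standard error 0.09, adjusted *p* = 0.24). These differences were, with slide as a block, 0.15 (adjusted *p* = 0.48) and 0.14 (adjusted *p* = 0.34). Its level was 5.88 ± 0.40 (SD, n = 18) in P-S and 5.89 ± 0.29 (SD, n = 13) in S-P. In free-swimming larvae it was at 6.00 ± 0.29 (SD, n = 7) in streams and 5.80 ± 0.24 (SD, n = 7) in ponds, a difference of 0.20 (standard error 0.15, adjusted *p* = 0.72 from limma). Retinol dehydrogenase 7, which turns retinol into retinal, is the other member of the retinoid list, with a difference of −0.06 between S-S and P-P (standard error 0.27, adjusted *p* = 0.97; 0.37 with slide as a block, adjusted *p* = 0.41).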

The reciprocal transfer experiment provides further evidence of the adaptive potential of stream- and pond-originated individuals to their environment, and therefore provides further evidence that the stream and pond-breeding subpopulations of *S. salamandra* in the Kottenforst are diverging from one another. 

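On a scale set by the 56 transcripts of Table S3 (mean log2 level of its stream minus its pond transcripts), P-S larvae lay between P-P and S-S larvae. P-P larvae scored 0.37 ± 0.41 (SD, n = 16), P-S larvae 0.82 ± 0.45 (SD, n = 18) and S-S larvae 1.48 ± 0.37 (SD, n = 11), which places P-S 39.9% of the way from P-P to S-S. P-S larvae exceeded P-P larvae by 0.44 (adjusted permutation *p* = 0.0078; 14 of 18 larvae above the P-P median) and lay below S-S larvae by −0.67 (adjusted permutation *p* = 0.00068). Muscle transcripts of Table S3 averaged 5.90 ± 0.76 in P-S, and their difference from P-P had a median of 0.30. Cell division transcripts, outside this scale but for 1, averaged 0.96 ± 0.45 in P-S, 1.12 ± 0.63 in S-S and 1.65 ± 0.43 in P-P. Since the study chose Table S3 on P-P and S-S larvae, these ends and the differences of P-S from them are not independent evidence. A second scale used the 100 transcripts with the smallest *p* between free-swimming stream and pond larvae, other animals than those scored. On it P-P larvae scored −2.04 ± 0.37, P-S larvae −1.42 ± 0.39 and S-S larvae −0.79 ± 0.29, so that P-S lay 49.3% of the way. P-S differed from P-P by 0.62 and from S-S by −0.63 (adjusted permutation *p* = 0.00012 for both). Blocked by slide, P-S exceeded P-P by 0.46 on the first scale (adjusted permutation *p* = 0.008) and 0.64 on the second (6e-04), and on the 3 scan days by 0.63, 0.17 and 0.48 on the first and by 0.75, 0.52 and 0.56 on the second.

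**Figure D3:**
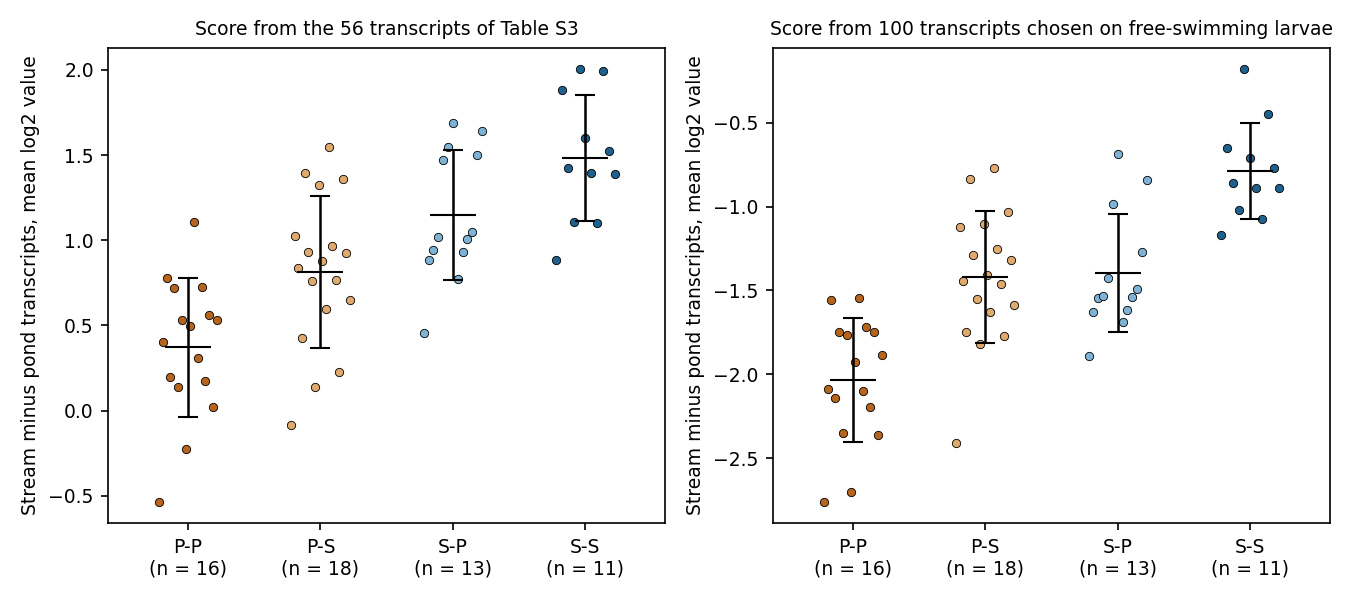
Mean log2 level of stream transcripts minus that of pond transcripts (vertical axes) per larva in the 4 container groups (horizontal axes), for the 56 transcripts of Table S3 (left) and 100 transcripts chosen on free-swimming larvae (right). Points are larvae and bars show mean ± SD.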

We find that P-S individuals presented a gene expression profile that is intermediate between those of pond (origin) and stream (destination) larvae, showing some acclimatization to the stream environment (regression). This is further supported by the morphological data (Figure 4 and Figure 5)—the gill length of P-S individuals matched that of the pond individuals—yet the body condition index and the growth rate matched that of stream individuals(Figure 5); this is likely due to the abundance of food in this environment [47]. Conversely, S-P individuals presented a gene expression profile similar to individuals from streams (origin) but not to those from ponds (destination). 

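On the scale of Table S3, S-P larvae scored 1.15 ± 0.38 (SD, n = 13), 69.8% of the way from P-P to S-S. They exceeded P-P larvae by 0.78 (adjusted permutation *p* = 9e-05; 13 of 13 larvae above the P-P median) and lay below S-S larvae by −0.34 (adjusted permutation *p* = 0.042). The study chose Table S3 on P-P and S-S larvae, which sets these ends apart. The place of S-P between them and its differences from them are therefore not independent evidence. Muscle transcripts averaged 6.16 ± 0.27 and energy metabolism 6.25 ± 0.27 in S-P. Cell division transcripts averaged 1.76 ± 0.43 in S-P. With slide as a block the difference from S-S was −0.14 (adjusted permutation *p* = 0.69) and that from P-P 0.75 (adjusted permutation *p* = 0.0014). On the scale set by free-swimming larvae, S-P larvae scored −1.40 ± 0.35, 51.3% of the way. There they exceeded P-P larvae by 0.64 (adjusted permutation *p* = 6e-05) and lay below S-S larvae by −0.61 (adjusted permutation *p* = 0.00025), a difference of −0.60 with slide as a block (adjusted permutation *p* = 0.18). On the 3 scan days S-P larvae lay below S-S larvae by −0.30, −0.29 and −0.24 on the first scale and by −0.66, −0.22 and −0.70 on the second. The shift of S-P from S-S and that of P-S from P-P differed in size by −0.11 on the first scale (standard error 0.22, permutation *p* = 0.62) and by −0.01 on the second (standard error 0.19, permutation *p* = 0.97). Blocked by slide, these were −0.19 (standard error 0.21, permutation *p* = 0.36) and 0.01 (standard error 0.19, permutation *p* = 0.95). From expression profiles together with body measurements, the paper describes some acclimatization of P-S larvae to streams and less of S-P larvae to ponds, which it explains by streams, thought to be ancestral for breeding.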

The reduced acclimatization to the destination environment can also be seen in the morphological data, in which the body condition index and the gill length of S-P individuals is the same as that of S-S individuals (Figure 5). The only aspect of S-P individuals which did not match S-S individuals was the growth rate; this was higher than both non-transferred groups (P-P and S-S; Figure 4C and Figure 5). This could be related to the fact that streams have lower oxygen content and food availability [38,39,47]. These differences are potentially interpreted as environmental stress and induce hormonal changes [65,66,67] and, thus lead to more rapid metamorphosis [68,69]. This is further supported by the fact that S-P individuals had enriched GO terms related to skeletal system development and mitotic chromosome condensation, which are functions associated with growth and metamorphosis.

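Of 4 transcripts of cartilage and skeletal development, Collagen alpha-2(XI) was higher in S-P than in S-S larvae, by 1.44 on the log2 scale (standard error 0.41, adjusted *p* = 0.045 from limma). When adjusted over the list alone, 1 of the 4 transcripts was higher. The level of Collagen alpha-2(XI) was low, at −2.35 ± 0.93 (SD, n = 13) in S-P and −3.80 ± 0.74 (SD, n = 11) in S-S. With slide as a block its difference of 1.40 had an adjusted *p* = 0.11 from limma (0.075 with site as a random block). Cartilage matrix protein, which links collagen fibers in cartilage, was at −0.15 ± 0.45 in S-P and −0.92 ± 0.59 in S-S, a difference of 0.77 (standard error 0.36, adjusted *p* = 0.24). Chondroitin sulfate N-acetylgalactosaminyltransferase 2 differed by 0.12 (standard error 0.26, adjusted *p* = 0.86), and Indian hedgehog protein was not well above background in S-S. Of 6 cell division transcripts, all named from lists of differing ones, 1 (condensin) was higher in S-P than in S-S. When adjusted over the list alone 5 were higher, with a median of 0.71. With slide as a block the median was 0.58, and 1 transcript was higher when adjusted over the list alone. Against P-P larvae, condensin in S-P differed by 0.42 (standard error 0.17, adjusted *p* = 0.19). No transcript of the list for thyroid hormone and metamorphosis had an annotation in hand.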

Streams are thought to be the ancestral breeding site of *S. salamandra*, because most populations deposit their larvae in streams [37], including the population of *S. salamandra* closest to the Kottenforst, in the Eifel, Germany [41]. This explains why pond-originated salamanders were able to acclimatize to streams (regression), while the stream-originated larvae—never having been in contact with the pond environment before—could not acclimatize as easily to the conditions imposed by ponds. Combining these results with the genetic structure of the Kottenforst *S. salamandra* population [41] led us to conclude that divergent selection is occurring in the ponds. This force probably led to local adaptations in the pond-originated larvae that has potentially been maintained through preferential mate choice [70]. 

The value of diversification over homogenization of the population can be linked with the exploitation of new resources to avoid intraspecific competition. This idea is further supported by differences in the gut microbiota between these subpopulations, which allow them to be more efficient at acquiring nutrients in their preferred habitat [47].

Together with other studies that show differences between both sub-populations of *S. salamandra* in the Kottenforst, related to physiological aspects [30], genetic clusters [41], mate preference [70], and gene expression [42,43], this study provides further evidence on how adaptation to new environments can lead to incipient divergence/speciation. These sub-populations seem to be accumulating differences at various levels that may cumulate in the formation of different subspecies. This early phase of speciation is often difficult to detect, and therefore this population of *S. salamandra* provides a rare and ideal study system to test microevolution questions regarding how speciation through phenotypic plasticity occurs.

## Figures and Tables

**Figure 1:**
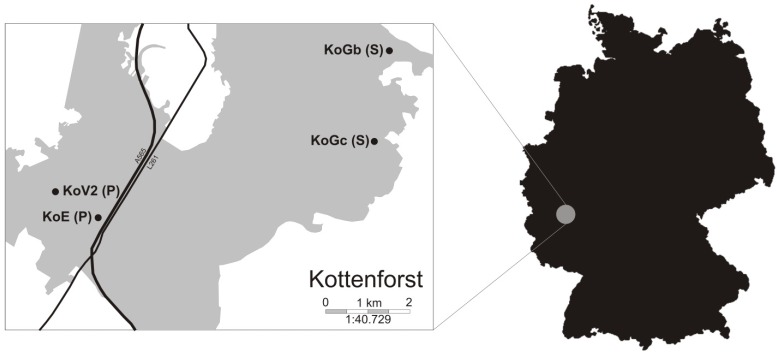
Map of the Kottenforst, Germany. The four salamander habitat sites included in the transfer experiment are indicated by black dots. Habitat type is indicated in brackets: P for temporary ponds, S for permanent streams. Black lines represent main roads (highway and state road).

**Figure 2:**
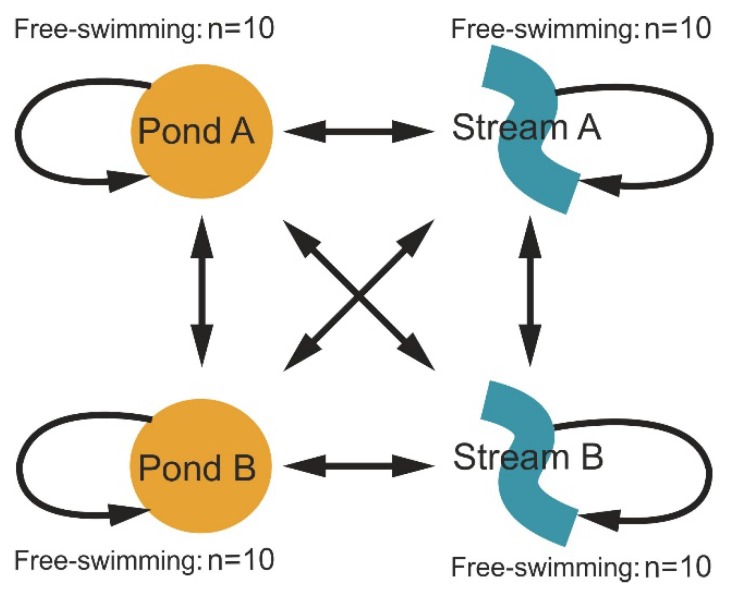
Experimental design. Representation of transfer design on which larvae from each site were transferred to each of the other sites in a fully reciprocal experiment. Each arrow represents 10 larvae. Additionally, 10 free swimming larvae were collected at each site.

**Figure 3:**
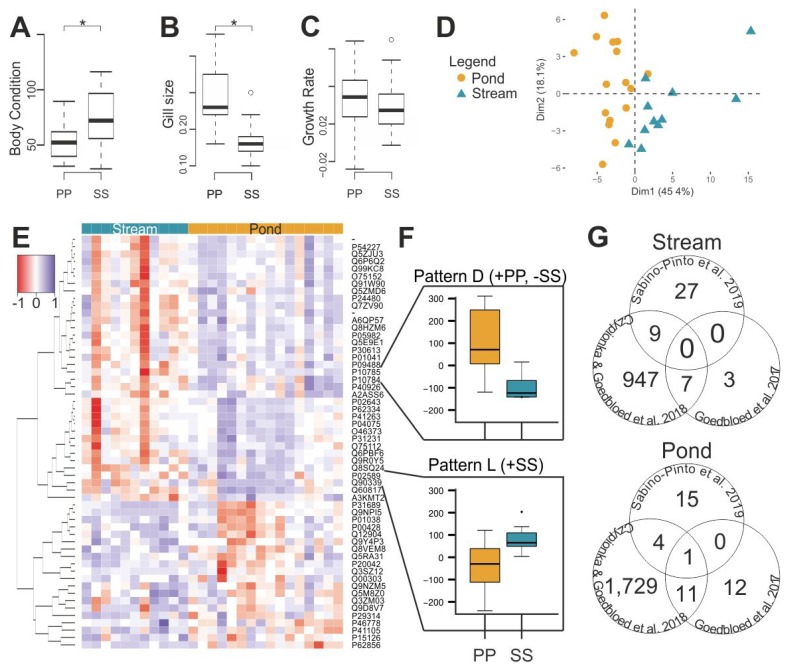
Habitat type experiment results. Histograms representing (**A**) body condition index, (**B**) gill size, and (**C**) growth rate of pond (PP) and stream (SS) individuals. (**D**) *A posteriori* principal component analysis of gene expression data depicting pond (circles) and stream individuals (triangles). (**E**) Heat map of the differently expressed transcripts (56) between PP and SS. (**F**) Expression patterns identified by self-organizing maps analysis based on differently expressed probes (+: Overexpression, -: Underexpression). (**G**) Venn diagrams showing overexpressed transcripts in streams and ponds shared between this study and the studies of Goedbloed et al. [42] and Czypionka and Goedbloed et al. [43].

**Figure 4:**
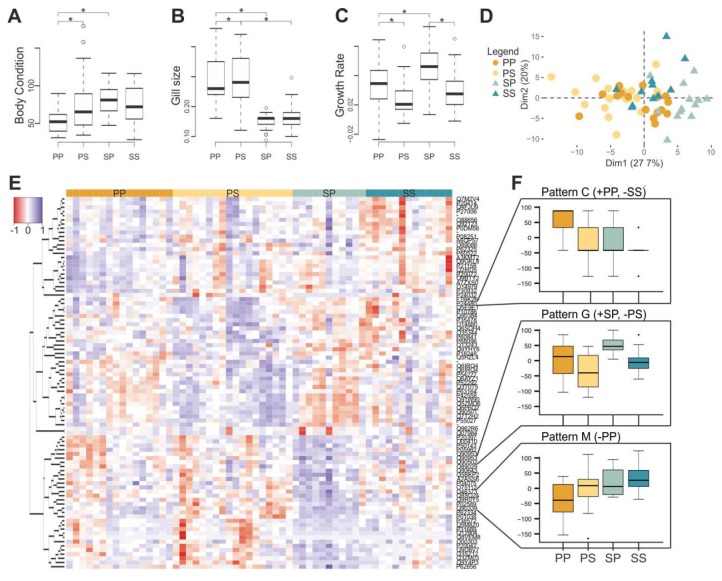
Transfer experiment results. Histograms representing (**A**) body condition index, (**B**) gill size, and (**C**) growth rate of pond individuals (PP), pond individuals transferred to streams (PS), stream individuals transferred to ponds (SP) and stream individuals (SS). (**D**) *A posteriori* principal component analysis of gene expression data depicting pond-originated (circles), stream-originated individuals (triangles), transferred (lighter), and non-transferred (darker). (**E**) Heat map of the differently expressed transcripts (89) between PP, PS, SP, and SS. (**F**) Expression patterns identified by self-organizing maps analysis based on differently expressed probes (+: Overexpression, -: Underexpression).

**Figure 5:**
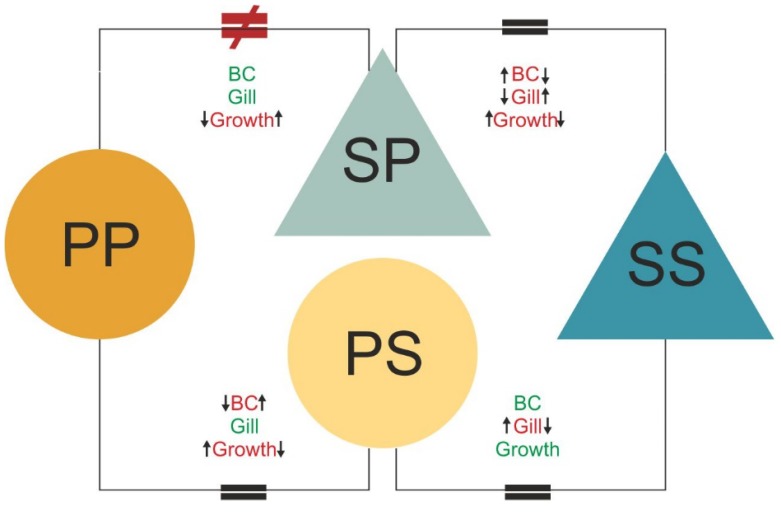
Schematic representation of physiological and transcriptomic results in response to habitat alteration. Circles and triangles represent treatment groups: P-P: Non-transferred pond individuals; P-S: Pond individuals transferred to streams; S-P: Stream individuals transferred to ponds; S-S: Non-transferred stream individuals. Text between treatment groups represents physiological results: BC: Body condition index; Gill: Gill length; Growth: Growth rate; and the arrows represent direction of the differences between groups. Connections between treatments represent similarity (=) and dissimilarity (≠) observed in transcriptomic responses.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4425/10/11/875/s1. Supplementary Results: Container effect, Figure S1: Field setup. (A) Placement of two sets of containers at KoV2. (B) Example container used to house the larvae during the experiment, Figure S2: Examples of top (A) and side (B) photos of the same salamander larva, Figure S3: Habitat type (A–C) and transfer (D,E) experiment results. (A) and (D) *a* *priori* principal component analysis, (B) and (E) hierarchical clustering based on a Pearson correlation distance matrix of gene expression data, (C) and (F) expression patterns identified by self-organizing maps analysis based on differently expressed probes without differences between groups. PP: Pond individuals; PS: Pond individuals transferred to streams; SP: Stream individuals transferred to ponds; SS: Stream individuals, Figure S4: Cage effect experiment results. (A) *A priori* principal component analysis, and (B) hierarchical clustering based on a Pearson correlation distance matrix of gene expression data depicting experimental individuals (triangles) and free-swimming ones (circles). P for pond individuals, S for stream individuals, Table S1: Experimental design. Number of individuals transferred between sites in a fully reciprocal experiment. In addition, 10 free swimming larvae were collected at each site, Table S2: Sample sizes. Groups are coded in a from-to fashion based on site ID (B=KoGb, C=KoGc, E=KoE, and V=KoV2), Table S3: List of probes differently expressed between larvae originated from ponds and streams in the Kottenforst. “LDA effect size” and “*p*-value” according to LEfSe, “Functions” according to QuickGO, transcript description according to Annocript, Table S4: GO term (code and name) enrichment for habitats. Site: Habitat on which terms were upregulated. Significant: p(FDR): Significance levels of GO terms that were enriched with pFDR < 0.05, Table S5: List of probes differently expressed between larvae originated from ponds and streams in the Kottenforst according to Czypionka et al. (2015), Goedbloed et al. (2016), and this study. “Function” according to QuickGO, transcript description according to Annocript, Table S5: List of probes differently expressed between larvae from the Kottenforst originating from ponds and kept in ponds (PP), originating from ponds and transferred to streams (PS), originating from streams and transferred to ponds (SP), and originating from streams and kept in streams (SS). “LDA effect size” and “*p*-value” according to LEfSe, “Functions” according to QuickGO, transcript description according to Annocript, Table S7: GO term (code and name) enrichment for treatments. Treatment: Treatment on which terms were upregulated. Significant: p(FDR): Significance levels of GO terms that were enriched with pFDR < 0.05, Table S8: Morphological raw data. (B = KoGb, C = KoGc, E = KoE, and V = KoV2).

# Supplementary material for: The Role of Plasticity and Adaptation in the Incipient Speciation of a Fire Salamander Population
**Source:** Genes (Basel). 2019 Oct 31;10(11):875. doi: 10.3390/genes10110875
**Supplement:** Supplementary file 1

SUPPLEMENTARY MATERIALS

TO

**The role of plasticity and adaptation on the incipient speciation of a fire salamander population**

Joana Sabino-Pinto^1,*,†^, Daniel J. Goedbloed^1,†^, Eugenia Sanchez^1,2^, Till Czypionka^3^, Arne W. Nolte^4^, Sebastian Steinfartz^5,*^

^†^Shared first co-authorship

**Supplementary Results**

*Translocation effect*

Individuals kept in their collection site were similar to the ones transferred to the other site of the same habitat type (e.g. PondA-PondA vs. PondA-PondB; Sup. Fig. 4). 

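Between larvae moved to the other pond (9 P-P larvae) and larvae kept in their own (7), limma called 0 transcripts, with 194 at an unadjusted *p* under 0.05, and a rank test called 0. With slide as a block the count was 0 with 266 at an unadjusted *p* under 0.05. The muscle transcripts of Table S3 had differences of −0.40 to −0.03 and the ribosomal proteins of −0.05 to 0.03 on the log2 scale between these arms. In the streams (6 moved and 5 kept S-S larvae) limma called 1 transcript, comp396174_c0_seq2, which has no name. It was lower in the moved larvae by −7.37 (standard error 0.61, adjusted *p* = 0.00045), and 1336 transcripts had an unadjusted *p* under 0.05. A rank test, the authors' table and the fit with slide as a block (−7.82, adjusted *p* = 0.14) called 0 in the streams. That transcript spanned −8.80 to 2.96 among P-P larvae, so the difference was no larger than the range within a group. In simulated groups these tests recovered 50% of changes of 1 log2 unit in the ponds and 21.5% in the streams, and 0% of changes of 0.5 in either.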

There were no differences related to gene expression.

Out of the 12,744 probes present in the microarray, 12,478 and 12,441 did not have missing values for the pond and the stream habitat datasets, respectively. 

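In the authors' table 12667 transcripts have no missing value over the 16 P-P larvae and 12654 over the 11 S-S larvae, and 12062 and 12019 of these have no zero either. Of the P-P larvae 9 were moved to the other pond and 7 stayed in their own, and of the S-S larvae 6 were moved and 5 stayed.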

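Hemoglobin subunit beta-1 differed by a log2 of 0.24 (standard error 0.42, adjusted *p* = 1 from limma) between the arms in the ponds and by −0.07 (standard error 0.66, adjusted *p* = 0.97) in the streams. PERMANOVA on Bray-Curtis distances over all transcripts gave translocation 3.66% of the variation in the ponds (16 larvae, F = 0.53, permutation *p* = 0.88). In the streams it gave 14.6% (11 larvae, F = 1.54, permutation *p* = 0.21; F = 1.12 and *p* = 0.42 with slide as a block).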

*A priori* hierarchical clustering and PCAs revealed a lack of grouping of the samples according to translocation and site of origin for both habitats (Pond: F_1,30_ = 1.04, p-value = 0.385; Stream: F_1,20_ = 2.04, p-value = 0.064) (Sup. Fig. 4).

*Container effect*

Individuals kept inside the containers were similar to the ones captured outside (Sup. Fig. 5). There were no differences related to gene expression.

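Between larvae in containers and free-swimming larvae, limma called 0 transcripts (12 against 14 larvae, habitat in the fit), with 1364 at an unadjusted *p* under 0.05, and a rank test called 0. With slide as a block the count was 0 with 1866 at an unadjusted *p* under 0.05. Hemoglobin subunit beta-1 differed by a log2 of −0.30 (standard error 0.46, adjusted *p* = 0.83), and the 7 transcripts of energy metabolism of Table S3 had a median of 0.07. Of 4 redox transcripts, 2 were lower in containers when adjusted over the list alone (median −0.33). In simulated groups the container test recovered 71% of changes of 1 log2 unit and 15% of those of 0.5. The difference between streams and ponds, compared between containers and open water, passed for 0 transcripts, with 225 at an unadjusted *p* under 0.05, and 0 by a rank test. In simulated groups that comparison recovered 33.5% of changes of 1 log2 unit and 1% of those of 0.5. For that comparison EGLN2 had a difference of −0.45 (standard error 0.39, adjusted *p* = 1).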

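The container comparison used 26 arrays, from 12 larvae kept in containers at their own site and 14 free-swimming larvae of the same sites, with habitat in the fit. Over these arrays 12592 transcripts have no missing value in the authors' table, and 11922 have no zero either. The 75th percentile of the signal ran from 477 to 855 intensity units on the free pond arrays (median 756) and from 493 to 930 on the free stream arrays (median 829).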

Out of the 12,744 probes present in the microarray, 12,415 did not have missing values. An *a priori* hierarchical clustering and PCA revealed a lack of grouping of the samples according to cage (inside vs. outside) (F_1,25_ = 0.05, p-value = 0.193) (Sup. Fig. 5).

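PERMANOVA on Bray-Curtis distances gave the container 5.24% of the variation, after habitat (26 larvae, F = 1.44, permutation *p* = 0.13; 0.076 with labels permuted within slides). The skin transcripts of Table S3 had log2 differences of −0.75 to 0.55 between containers and open water, 1 of them higher in containers when adjusted over the list alone. The paper reports no grouping by cage and no expression differences, and states that its experiments showed no cage effect.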

**Supplementary Figures**

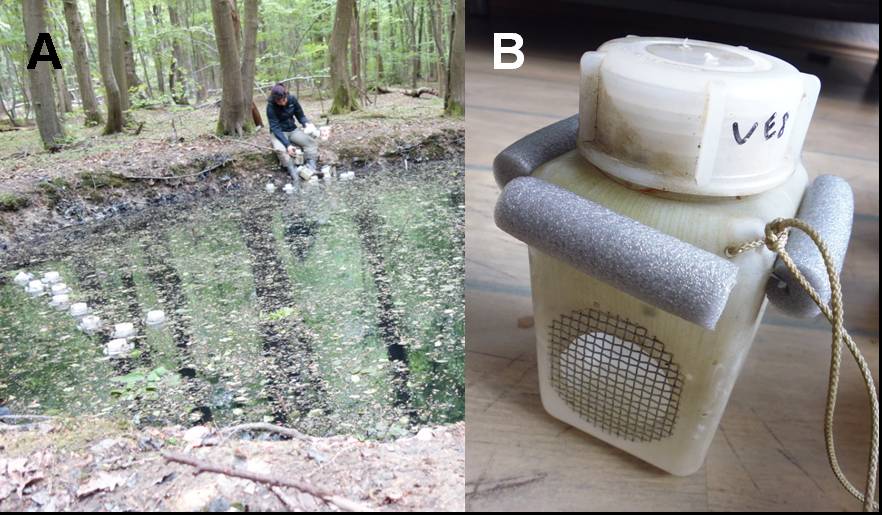

**Supplementary Figure 1.** Field setup. **A)** Placement of two sets of containers at KoV2. **B)** Example container used to house the larvae during the experiment.

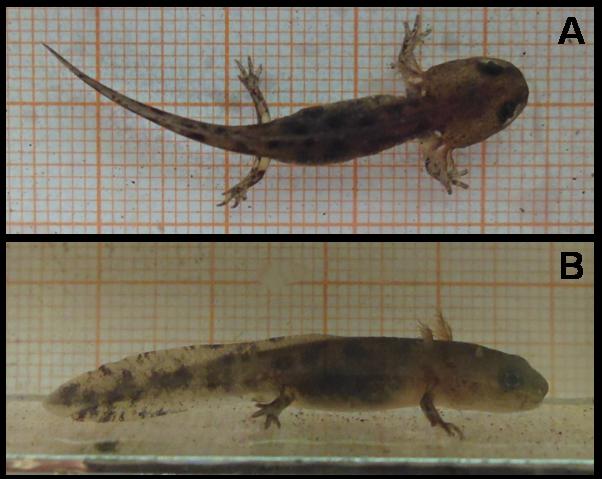

**Supplementary Figure 2.** Examples of top (A) and side (B) photos of the same salamander larva.

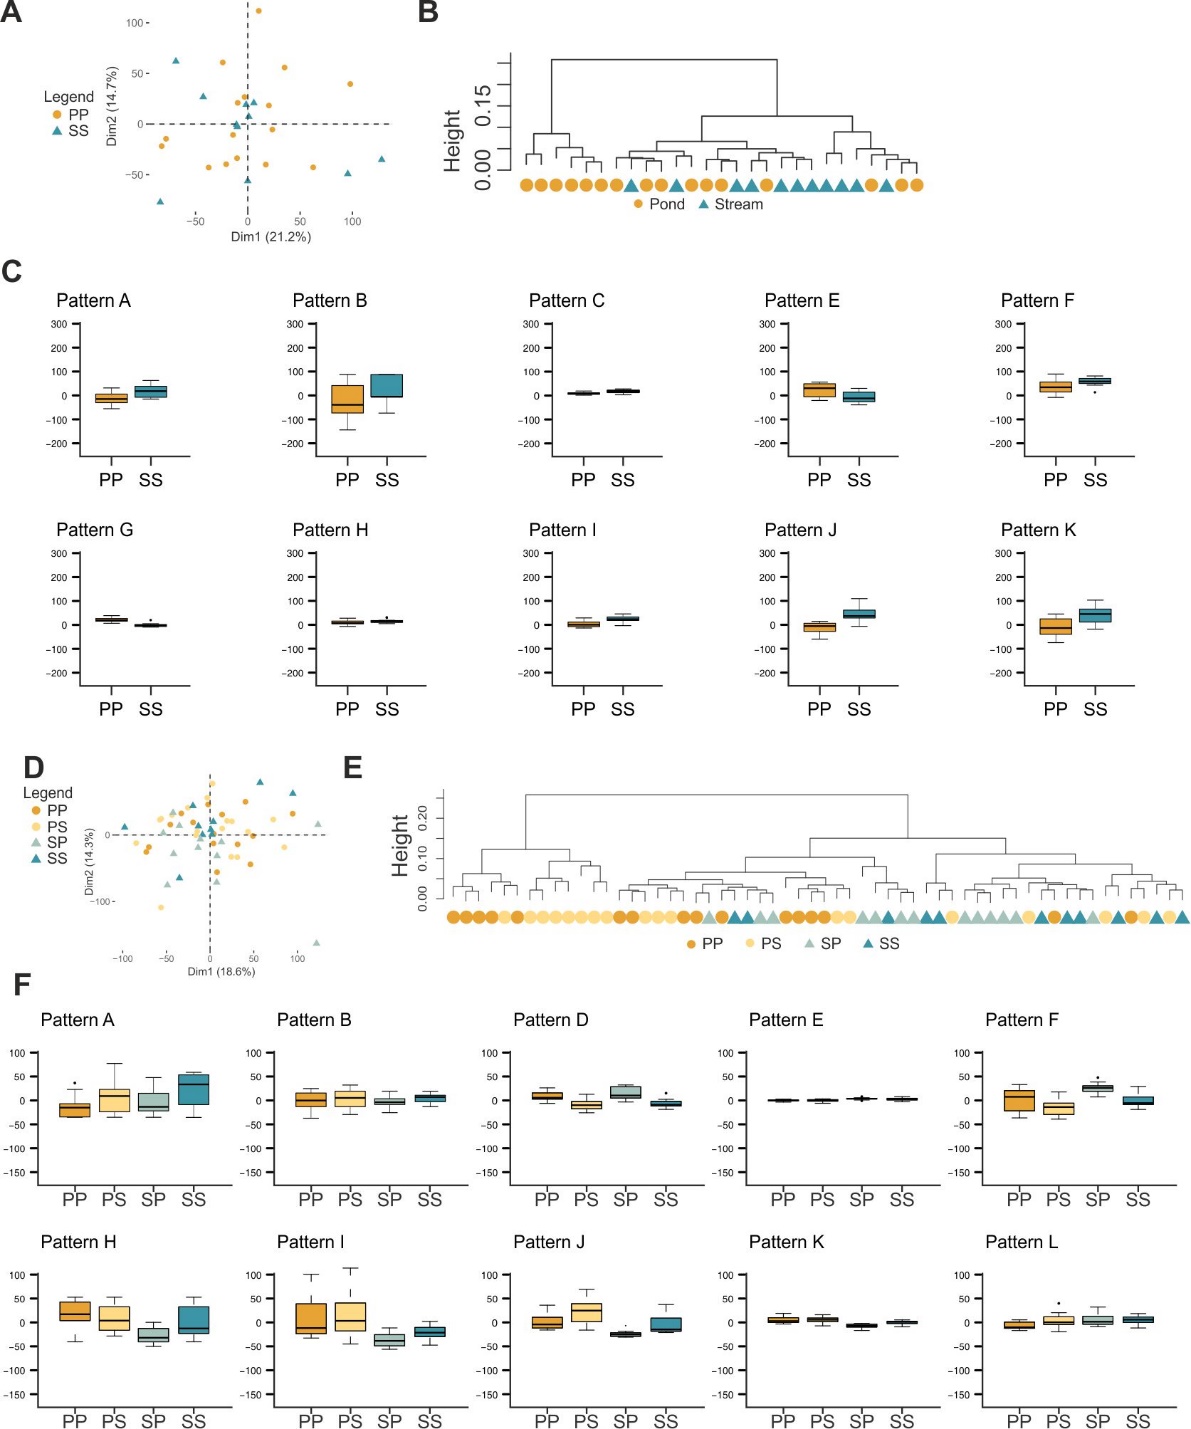

**Supplementary Figure 3.** Habitat type (A-C) and transfer (D-E) experiment results. **A)** and **D)** *a priori* principal component analysis, **B)** and **E)** hierarchical clustering based on a Pearson correlation distance matrix of gene expression data. **C)** and **F)** expression patterns identified by SOM analysis based on differently expressed probes without differences between groups. PP: pond individuals; PS: pond individuals transferred to streams; SP: stream individuals transferred to ponds; SS: stream individuals.

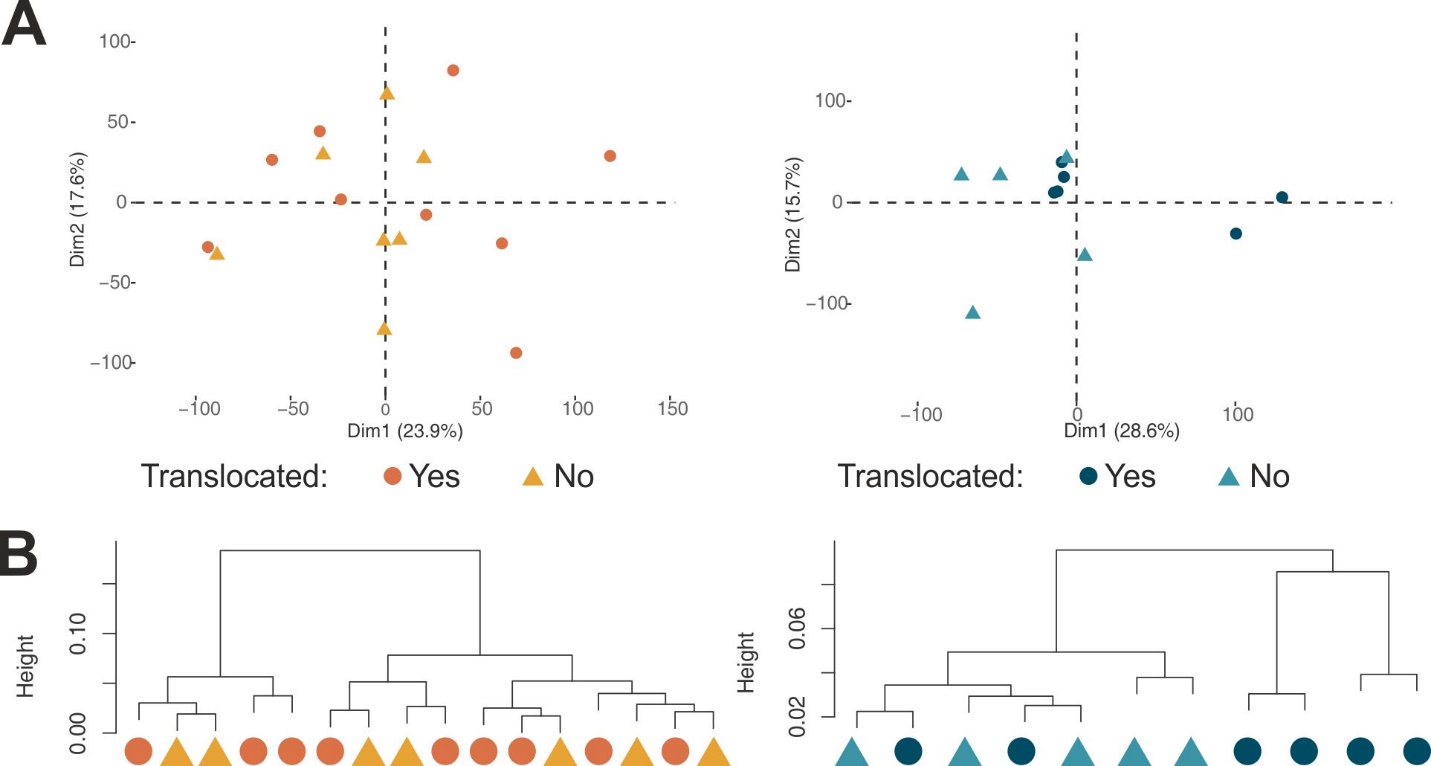

**Supplementary Figure 4.** Translocation effect experiment results. **A)** *A priori* principal component analysis, and **B)** hierarchical clustering based on a Pearson correlation distance matrix of gene expression data depicting non-translocated individuals (i.e. kept in the same site; triangles) and translocated ones (i.e. moved to the other site of the same habitat type; circles). Left side of A and B for pond individuals, right side of A and B for stream individuals.

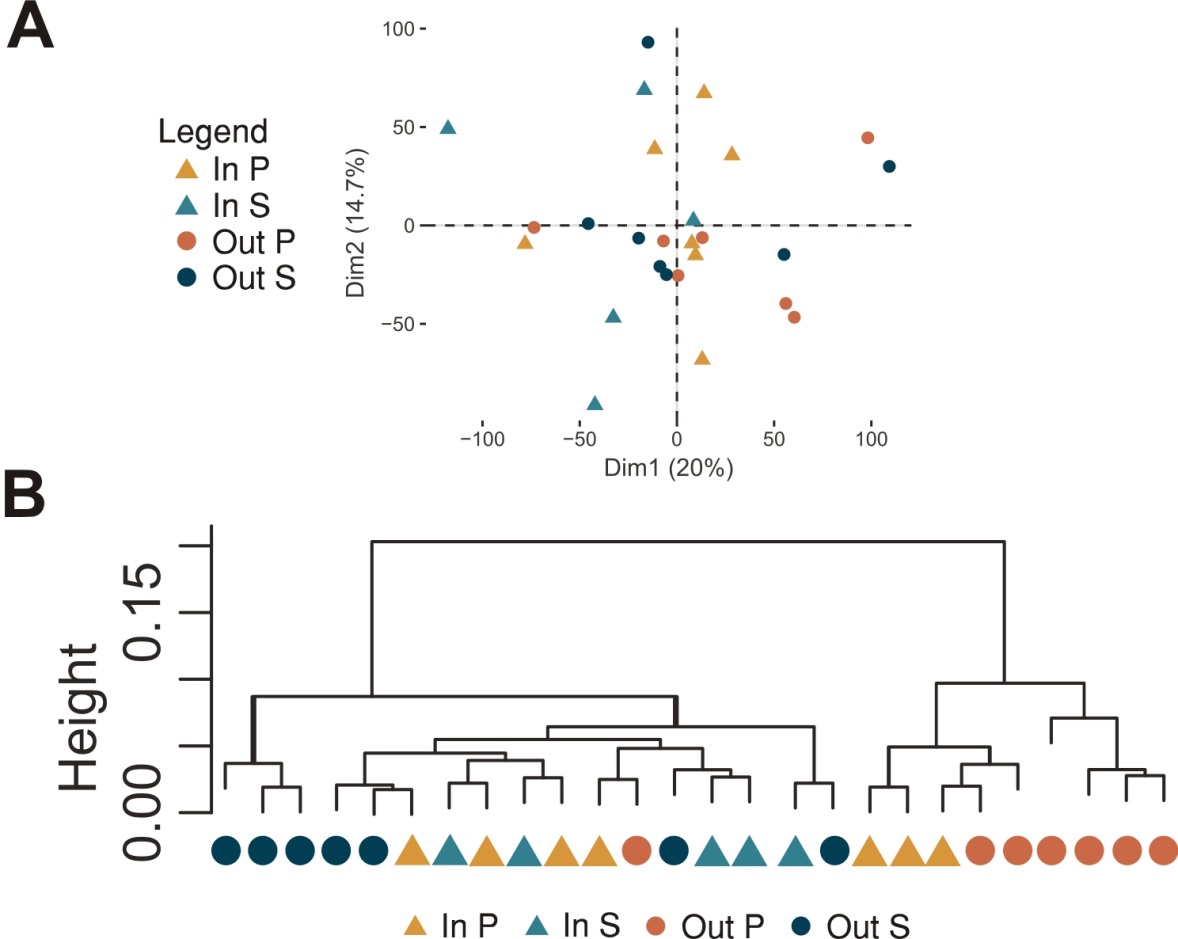

**Supplementary Figure 5.** Cage effect experiment results. **A)** *A priori* principal component analysis, and **B)** hierarchical clustering based on a Pearson correlation distance matrix of gene expression data depicting experimental individuals (triangles) and free swimming ones (circles). P for pond individuals, S for stream individuals.

# Supplementary Tables

**Supplementary Table 1.** Sample sizes. Groups are coded in a from-to fashion based on site ID (B=KoGb, C=KoGc, E=KoE and V=KoV2).

**Supplementary Table 2.** List of probes differently expressed between larvae originated from ponds and streams in the Kottenforst. “LDA effect size” and “p-value” according to LEfSe, “Functions” according to QuickGO, transcript description according to Annocript.

**Supplementary Table 3.** GO term (code and name) enrichment for habitats. Site: habitat on which terms were upregulated. Significant: p(FDR): Significance levels of GO terms that were enriched with pFDR < 0.05

**Supplementary Table 4.** List of probes differently expressed between larvae originated from ponds and streams in the Kottenforst according to Czypionka et al. (2015), Goedbloed et al. (2016) and this study. “Function” according to QuickGO, transcript description according to Annocript.

**Supplementary Table 5.** List of probes differently expressed between larvae from the Kottenforst originated from ponds and kept in ponds (PP), originated from ponds and transferred to streams (PS), originated from streams and transferred to ponds (SP), and originated from streams and kept in streams (SS). “LDA effect size” and “p-value” according to LEfSe, “Functions” according to QuickGO, transcript description according to Annocript.

**Supplementary Table 6.** GO term (code and name) enrichment for treatments. Treatment: treatment on which terms were upregulated. Significant: p(FDR): Significance levels of GO terms that were enriched with pFDR < 0.05

**Supplementary Table 7.** Morphological raw data. (B=KoGb, C=KoGc, E=KoE and V=KoV2).

How the deposited data were processed for this re-analysis (not part of the article)

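Gene expression was measured with a custom Agilent array of 12744 *Salamandra salamandra* transcripts in tail clips of 72 larvae from ponds and streams of the Kottenforst. In containers for 14 days, 16 larvae of pond origin stayed in ponds (P-P), 18 of pond origin were moved to streams (P-S), 13 of stream origin were moved to ponds (S-P) and 11 of stream origin stayed in streams (S-S). A further 7 free-swimming larvae came from ponds and 7 from streams. Of the P-P larvae 9 were moved to the other pond and 7 kept in their own, and of the S-S larvae 6 were moved and 5 kept. Each larva gave 1 array, on 9 slides of 8 arrays scanned on 3 days. Body measurements were not analysed here.

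Per the file headers, the intensity values of each array were made with the scanner's feature extraction software, which corrected each spot for additive and multiplicative spatial trends and replaced low values by surrogates to give its processed signal, with local background subtraction off and no normalization between arrays. Each of these tables gives 61657 spots with a mean signal, a background and a processed signal in intensity units. The authors' own table gives 1 linear value per transcript and array after correction for probe binding, merging of spots by the median and scaling to the 75th percentile, which equals 1 on every array. It holds 24131 zeros and 518 missing values.

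Values used here are log2 processed signals of spots not marked as outliers (1.40% of spots were dropped), minus the 75th percentile of each array over non-control spots. Spots of a probe were merged by their median. For the 13 transcripts with 2 probe names, probes were centered and merged by their median. The correction for probe binding was not applied. A transcript has 4 to 15 spots. The 75th percentile ran from 323 to 1392 intensity units, and 83.3% to 94.0% of spots on an array were well above background, which with the number of arrays sets the precision. Of the transcripts, 9204 were well above background on all arrays and 295 on none.

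Group means of the 4 container groups were fitted over 58 arrays with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation and two-sided tests. *p* values were adjusted by Benjamini-Hochberg over all transcripts, and 0.05 was the threshold. Contrasts were S-S minus P-P, P-S and S-P against each non-transferred group, the effects of origin and destination averaged over the other factor, and their interaction. Free-swimming larvae, the move within a habitat and the container effect (12 larvae kept at their own site against 14 free-swimming, with habitat in the fit) had fits of their own. Tests were run on simulated data with 200 changed transcripts. PERMANOVA used vegan 2.7.1 on Bray-Curtis distances of linear values with label permutations. The study's LEfSe steps were repeated in R with MASS 7.3.60.0.1 (rank test, test against every other group, discriminant effect size), without the step on subclasses. Habitat scores are the mean of stream transcripts minus the mean of pond transcripts, from Table S3 or from the 100 transcripts with the smallest *p* between free-swimming stream and pond larvae, with label permutations. Their interaction of origin and destination was tested by permuting residuals, within slides where slide was a block. Tables were collected and figures drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

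Names come from the parts of the supplementary tables at hand, which cover 304 transcripts, 293 with a description. They are the closest proteins of other species. Since the study lists these transcripts as differing, shares among them do not describe the whole array. Transcripts named are all of Table S3, all annotated ones with a term that the results name, and per comparison the 12 called ones with a name and the largest difference in each direction, with at most 2 unnamed ones in each direction. This rule was set before the data were examined, when the values in Table S3 had been seen. Fixed lists covered ribosomal proteins, translation factors, contractile apparatus, calcium handling, glycolysis, oxidative phosphorylation, the tricarboxylic acid cycle, hemoglobins, other red blood cell markers, keratins, collagens, cartilage, redox enzymes, heat shock proteins, hypoxia, cell division, histones, immune cells, thyroid hormone, retinoids, DNA repair, nervous tissue, notochord and pigment cells. Set tests (camera with a preset correlation of 0.01 and with an estimated one, and fry) were run only on the groups of Table S3 with at least 3 members. For the other lists, whose members come from tables held in part, only counts and values are given, which departs from the plan.

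Alternatives were normexp background correction with an offset of 50, quantile normalization, the array median, the authors' table, the mean of all spots, leaving out dim transcripts, slide or site (the pair of origin and destination sites) as a block, fitting only the groups compared, eBayes with trend and robust, array weights (statmod 1.5.0), a rank test, Euclidean distance, scores of 50 and 200 transcripts, and leaving out 1 larva at a time where a group had 5. Scan day as a block, leaving out 3 arrays of low correlation, slide blocks for scores and PERMANOVA, and LEfSe without the test against every other group were added after the data were seen.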

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

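The slide regroupings and the ratio of destination to origin effects were chosen after the result was seen. Predictions on chance, muscle, skin and bright transcripts were written before. The slide versions of the tests on free-swimming larvae, muscle and skin were not among those predictions.

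In 7 free-swimming stream larvae, 1 larva had a mean log2 level of 6.57 over the skin transcripts of Table S3, with the next at 5.97 (gap 0.769 of the group's range). Among 5 S-S larvae kept at their own site, 1 larva was at 4.96 with the next at 6.04 (gap 0.923). Among 7 free-swimming pond larvae, 1 larva lay at 3.81 for the hemoglobins, with the next at 6.64 (gap 0.667), and another at 2.07 for cell division, with the next at 1.68 (gap 0.661). Each stood far from the rest of its group. Chance sets apart about 1 in 20 groups: 42 were tested, 2.1 would be expected, and 4 were seen.

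Free-swimming larvae of streams and ponds, which the paper uses only as a control for the containers, differed in 4 transcripts by limma, all lower in streams, with 1123 at an unadjusted *p* under 0.05 and 0 by a rank test. NAD(P)H dehydrogenase quinone 1, a detoxifying enzyme, was among them (log2 difference −1.09, standard error 0.16, adjusted *p* = 0.035; −0.89 with slide as a block, adjusted *p* = 0.25). With slide as a block 1 other transcript passed. Of 100 splits of these arrays 2 gave as many calls, the real one included, so chance is unlikely at that level if larvae are independent. The splits took no account of slide or site, and another split gave 900, which points to a structure of the samples.

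The transcripts of Table S3, chosen on other larvae, differed in the same direction in the free-swimming larvae for 53 of 56, with a mean of 0.454 log2 units toward the table. Of the 3432 splits of the 14 larvae 14 gave a mean as large (exact *p* = 0.0041; highest other 0.519), so chance is unlikely if larvae are independent. The splits took no account of slide or site, and these larvae were unevenly spread over slides. On the 4 slides with both habitats the mean was 0.609, above 0 on 4 of 4 (exact *p* = 0.125). That is the smallest *p* possible there, so the test within slides cannot decide on chance.

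Destination and origin effects. The destination effect was 1.127 times as large as the origin effect over all transcripts, and 0.884 times with slide as a block, so slide differences may account for the larger destination effect. They do not account for either effect as a whole: in 100 regroupings within slides, with slide as a block, only the real one (1) gave as many calls, for destination (568, highest other 2) and for origin (580, highest other 3). Effects of habitat and of the genes of each origin stay open.

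Muscle transcripts. The 100 transcripts that follow the muscle group across larvae differed between S-S and P-P by a median of 0.61, which is 84% of the group's own 0.73 (0.56 against 0.71 with slide as a block). A larger share of muscle in the tail clips of S-S larvae is therefore a candidate explanation, and a change within muscle stays open. For the skin group the same measure was 15.1% (−0.09 against −0.58), and 30.9% (−0.18 against −0.58) with slide as a block, shares smaller than for muscle. More skin in the clips of P-P larvae stays open. All of the skin group were chosen by the study on these larvae.

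Bright transcripts in Table S3. The transcripts of Table S3 had a median percentile of 99.3 for mean intensity (lowest 86.3), against 69.2 for those called by limma between S-S and P-P. In the repeat of the LEfSe steps, transcripts that passed the effect size had a median of 99.3 and those that passed the rank test alone 59.2. An effect size taken on the linear scale may therefore account for the brightness of the list. No biological explanation was tested.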

How the results depend on the processing

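Scan day as a block, the set without 3 arrays of low correlation, slide blocks for scores and PERMANOVA and LEfSe without the test against every other group were chosen after the data were seen. Over 398 alternative values for the comparisons, 335 kept direction and side of the threshold, 16 lost the threshold, 0 gained it, 41 counts moved by over 1.5 times and 6 reversed. Of 155 named transcript and comparison pairs past the test, 69 passed under every alternative, 55 were lost with slide as a fixed block, 39 with site as a random block, and 0 of these 155 changed sign. Leaving out dim transcripts and eBayes with trend and robust moved no count. The cause was not tested for any of the following.

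Slide as a fixed block gave counts of 20 for P-S minus S-S (10), 24 for S-P minus S-S (257), 46 for S-P minus P-P (185), 568 for destination (1516), 913 for any difference (1814), 0 for moves between streams (1; 427 at an unadjusted *p* under 0.05, rank test 0) and 1 for free-swimming larvae (4). The Table S3 score then gave −0.135 for S-P minus S-S (adjusted permutation *p* = 0.69) and −0.373 for P-S minus S-P (0.12), and the free-larvae score −0.599 for S-P minus S-S (0.18). PERMANOVA pairs lost their call with slide as a block for P-P against P-S (4.53% of the variation) and S-P against S-S (3.6%). The interaction on the free-larvae score (−0.01) reversed to 0.01 with slide as a block. With Euclidean distance P-P against P-S (5.05%), P-P against S-S (6.46%) and P-S against S-S (4.32%) lost it. Slide as a random block gave 19, 150 and 10 for P-S minus S-S, S-P minus S-S and free-swimming larvae. Site as a random block gave 65 for S-S minus P-P (110), 280 for P-S minus P-P (508), 5 for P-S minus S-S, 146 for S-P minus S-S, 58 for S-P minus P-P and 401 for origin (705).

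Array weights gave 194 for S-S minus P-P, 1122 for P-S minus P-P, 1364 for S-P minus S-S, 843 for S-P minus P-P, 2848 for destination, 1 for the interaction (0), 3231 for any difference and 8 for free-swimming larvae. The authors' table gave 1 for the interaction, 0 for moves between streams (1270 at an unadjusted *p* under 0.05), 2 for free-swimming larvae, and −0.341 for P-S minus S-P on the Table S3 score (0.06). The rank test gave 0 for P-S minus S-S, moves between streams (674 at an unadjusted *p* under 0.05) and free-swimming larvae. Normexp gave 6 and fitting only the groups compared 3 for P-S minus S-S, the latter 160 for S-P minus S-S. The array median gave 73 for S-S minus P-P. Quantile normalization gave 286 for S-P minus P-P and 2 for moves between streams.

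On the free-larvae score P-S minus S-P (−0.024) reversed to 0.071 with quantile normalization, 0.103 with the array median, 0.02 with the mean of all spots, 0.119 with 50 transcripts and 0.044 without 3 arrays. Without 3 arrays S-S minus P-P had 179 calls, P-S minus S-S 6, and the Table S3 score −0.318 for S-P minus S-S (0.073) and −0.25 for P-S minus S-P (0.093). Scan day as a block gave 178 for S-S minus P-P. Camera with an estimated correlation gave adjusted *p* = 0.064 for ribosomal proteins in S-S minus P-P, and 0.094 for ribosomal proteins, muscle, energy and redox in free-swimming larvae. LEfSe over 4 groups without the test against every other group kept 158 (24). Leaving out single larvae kept 1 to 2 calls between streams, 2 without replicate bb4.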

Differences from the paper's values

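LEfSe without the test against every other group and the slide block for PERMANOVA were chosen after the values were seen.

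Over the 4 groups, the paper's LEfSe count is 89 transcripts, and the repeat kept 24 (authors' table, set before the data were examined, 22, which also differs). The paper's 13 highest in P-P compare with 2, its 26 in P-S with 5, its 29 in S-P with 14 and its 21 in S-S with 3. The authors' table gave 2, 3, 15 and 2, all of which differ. Without the test against every other group, tried after seeing the values, 158 passed, with 32, 45, 52 and 29, and the last falls within 1.5 times the paper's. The repeat leaves out the paper's step on subclasses.

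For the move between ponds, the paper's PERMANOVA F is 1.04 and the value here 0.53. Euclidean distance, set before the data were examined, gave 0.72, within 1.5 times the paper's. Normexp (0.6), quantile normalization (0.68), the array median (0.6), the authors' table (0.59), the mean of all spots (0.53) and leaving out dim transcripts (0.53), also set before, differ, as does the slide block (0.65). The paper gives its F for ponds with 1 and 30 degrees of freedom, which belong to more larvae than the 16 tested here, so the sample sets are unlike.

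For S-S against P-P, all 4 groups and the container, values of 0.12, 0.15 and 0.05 are the paper's F. They are near the shares of variation (R2) here, 0.106, 0.15 and 0.052, where F was 2.97, 3.18 and 1.44.

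The paper describes P-P and P-S larvae as not differing in its pairwise test on its listed transcripts, whereas over all transcripts they did (F = 2.14, adjusted permutation *p* = 0.027; 0.17 with slide as a block and 0.061 with Euclidean distance). The paper describes an asymmetric response to transfer, from body measurements as well as tests on its listed transcripts. Here the interaction of origin and destination was tested for single transcripts and on the 2 habitat scores. It passed for 0 transcripts by limma, with 475 at an unadjusted *p* under 0.05, and 0 by a rank test. The authors' table and array weights called 1 each. In simulated groups the test on single transcripts recovered 58% of interactions of 1 log2 unit and 7.5% of those of 0.5, so it can miss asymmetry. The interaction on the Table S3 score was −0.11 (standard error 0.22, permutation *p* = 0.62), and −0.19 with slide as a block (permutation *p* = 0.36). On the score from free-swimming larvae it was −0.01 (standard error 0.19, permutation *p* = 0.97), and 0.01 with slide as a block (permutation *p* = 0.95). The paper describes S-P larvae as like stream larvae and unlike pond larvae. On the score from Table S3 they lay 69.8% of the way to S-S, and on the score from free-swimming larvae 51.3%, with P-S at 49.3%. The study chose the transcripts of the first score on the P-P and S-S larvae that form its ends. S-P differed from S-S in 257 transcripts (24 with slide as a block) and from P-P in 185 (46).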

Other observations

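The regroupings within slides and the tests on slides and zeros were chosen after the result was seen, and the regroupings of arrays before.

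An unnamed transcript, comp26108_c0_seq1, followed origin and destination at once. Its log2 level was 1.69 ± 0.53 (SD, n = 16) in P-P, 0.79 ± 0.78 (n = 13) in S-P, −0.46 ± 1.01 (n = 18) in P-S and −2.84 ± 0.73 (n = 11) in S-S. In free-swimming larvae it was 0.54 ± 1.38 in ponds and −2.89 ± 1.52 in streams (7 each). It was chosen by its size of difference.

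Between destinations, DNA polymerase theta, which joins broken DNA ends, was lower in streams by limma (log2 difference −0.77, standard error 0.17, adjusted *p* = 0.00094; −0.77 with slide as a block, adjusted *p* = 0.0065). Protein-lysine 6-oxidase, which cross-links collagen, was lower as well (−0.73, standard error 0.19, adjusted *p* = 0.0059; −0.76 with slide as a block, adjusted *p* = 0.025). Of 5 DNA repair transcripts 3 were lower (2 with slide as a block), and 4 when adjusted over the list alone, and names were at hand for 293 transcripts only.

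Other lists between S-S and P-P, as median log2 differences: contractile apparatus 0.74 (6 transcripts), calcium handling 0.73 (1), cytosolic ribosomal proteins 0.23 (8), translation factors 0.26 (2), oxidative phosphorylation 0.25 (3), tricarboxylic acid cycle 0.13 (2), glycolysis −0.11 (3), keratins −0.58 (5), redox enzymes −0.51 (4), hypoxia −0.97 (2), cell division −0.55 (6), DNA repair −0.28 (5), cartilage −0.28 (4), collagens −0.44 (2), histones −0.22 (1), heat shock proteins −0.02 (2), nervous tissue −0.10 (1), pigment cells 0.08 (1). For other red blood cell markers 1 of 2 transcripts was not well above background. Lists for immune cells, thyroid hormone and notochord had 0 annotated members.

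Of 100 splits of the same arrays, those with as many calls as the real one, which is counted, were numbered. The number was 1 for S-S minus P-P (110, highest other 0), P-S minus P-P (508, highest other 199) and S-P minus S-S (254 over transcripts with a value on every array, highest other 184). It was also 1 for S-P minus P-P (185, highest other 0), origin (705, highest other 0), destination (1512, highest other 572) and any difference (1811, highest other 31). Chance is therefore unlikely for these if larvae are independent. The splits took no account of slide or site, and each habitat had only 2 sites. For P-S minus S-S the number was 2 (10, highest other 1127), and the highest points to a structure of the samples (20 calls with slide as a block). Chance is not excluded for the move between streams, at 6 (1, highest other 3). Comparisons with 0 calls by limma cannot be tested this way, since all 100 splits give as many: interaction (highest other 505, 475 real transcripts at an unadjusted *p* under 0.05), container (3; 1364), move between ponds (1; 194) and habitat by container (1; 225), each with 0 by a rank test. The 505 points to a structure of the samples, of untested source.

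In 100 regroupings within slides, with slide as a block, 1 gave as many calls for P-S minus P-P (378, highest other 16) and any difference (913, highest other 1). The number was 2 for S-S minus P-P (145, highest other 1424) and S-P minus P-P (46, highest other 612). It was 3 for P-S minus S-S (20, highest other 303) and S-P minus S-S (24, highest other 1131). Chance is unlikely at that level if larvae within a slide are independent, and site was not taken into account. The highest counts of these 4 comparisons point to a structure of the samples, the source of which was not tested.

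Slides took a median of 19.8% of the spread of a transcript (highest of 99 shuffles 13.7%), and groups 9.5%. Of 52 transcripts with more than 80% of their spread between slides, 51 were highest on the same 3 slides. Without a slide block 0 of the 52 were called for destination or origin, and 1 was called for destination with it. Little of their spread is left for groups, so that 0 does not show that calls are free of slide differences. The median share between slides was 23.1% for destination calls and 16.5% for origin calls. In the authors' table 24131 values were 0, and the scanner's signal was well above background for 26.1% of them. Of 330 transcripts with at least 5 zeros and at least 5 other values, 3 were 0 on all or none of the arrays of every slide. Fructose-bisphosphate aldolase C-B, 1 of these 3, was 0 on 48 of 72 arrays, where the scanner's mean log2 was −2.45 against −0.04 elsewhere.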
